# Prp4 Kinase Grants the License to Splice: Control of Weak Splice Sites during Spliceosome Activation

**DOI:** 10.1371/journal.pgen.1005768

**Published:** 2016-01-05

**Authors:** Daniela Eckert, Nicole Andrée, Aleh Razanau, Susanne Zock-Emmenthal, Martin Lützelberger, Susann Plath, Henning Schmidt, Angel Guerra-Moreno, Luca Cozzuto, José Ayté, Norbert F. Käufer

## Abstract

The genome of the fission yeast *Schizosaccharomyces pombe* encodes 17 kinases that are essential for cell growth. These include the cell-cycle regulator Cdc2, as well as several kinases that coordinate cell growth, polarity, and morphogenesis during the cell cycle. In this study, we further characterized another of these essential kinases, Prp4, and showed that the splicing of many introns is dependent on Prp4 kinase activity. For detailed characterization, we chose the genes *res1* and *ppk8*, each of which contains one intron of typical size and position. Splicing of the *res1* intron was dependent on Prp4 kinase activity, whereas splicing of the *ppk8* intron was not. Extensive mutational analyses of the 5’ splice site of both genes revealed that proper transient interaction with the 5’ end of snRNA U1 governs the dependence of splicing on Prp4 kinase activity. Proper transient interaction between the branch sequence and snRNA U2 was also important. Therefore, the Prp4 kinase is required for recognition and efficient splicing of introns displaying weak exon1/5’ splice sites and weak branch sequences.

## Author Summary

Prp4 is an essential protein kinase that is involved in the splicing of some introns. Using a conditional mutant of Prp4, we showed that a subset of genes, including several cell cycle–regulatory genes, are dependent on Prp4 for splicing. Furthermore, we could convert genes between Prp4-dependent and -independent states by introducing single-nucleotide mutations in the exon1/5’ splice sites and branch sequence of introns. This work shows that Prp4 activity is required for splicing surveillance in a subset of mRNAs.

## Introduction

Introns are removed from pre-mRNAs by spliceosomes, which are highly dynamic macromolecular complexes consisting of five small nuclear RNAs (snRNAs; U1, U2, U5, and U4/U6) associated with specific proteins in subcomplexes called snRNPs. *In vitro*, spliceosomal subcomplexes assemble on pre-mRNAs in a time-dependent manner. The intron to be removed is defined during the formation of spliceosomal complex B, which contains the base-paired U4/U6 snRNP as well as the other three snRNPs. ATP-dependent helicases control the specific rearrangement of the B complex so that catalysis of the transesterification reactions can occur in spliceosomal complex C, formed by the departure of snRNPs U1 and U4 and rearrangement of snRNPs U2, U6, and U5, culminating in the splicing reaction [1–3]. Although pre-mRNA splicing is an important part of regulated gene expression, little is known about the assembly and activation of spliceosomes *in vivo*. Introns are presumably recognized and removed by the spliceosome during or shortly after transcription, suggesting that parts of the spliceosomal complex must be recruited to transcribed chromatin areas, installed at introns, and then activated for catalysis. Several lines of evidence suggest that the 5’ splice site (SS) is defined by direct interactions with snRNA U1, and that definition of the 3’ SS also involves the interaction of the branch sequence (bs) with snRNA U2 [4,5].

In the fission yeast *Schizosaccharomyces pombe*, approximately 45% of genes contain at least one intron, with some genes containing as many as 15. Compared with the introns in budding yeast *Saccharomyces cerevisiae*, fission yeast introns are relatively small: the average intron sizes in *S*. *cerevisiae* and *S*. *pombe* are 256 nt and 83 nt, respectively. In *S*. *cerevisiae*, only 5% of genes contain introns, and the 5’ SS and bs at the 3’ region of the intron are highly conserved; in contrast, in *S*. *pombe*, the 5’ SS and bs are as variable as the corresponding sequences in mammals [6–8]. Regulated alternative splicing has not been observed in mitotically active fission yeast cells [9]; however, certain genes appear to be regulated by splicing during sexual differentiation. The 80 nt intron in the pre-mRNA encoding the meiotic cyclin Rem1, for example, is spliced after the initiation of meiosis when the gene is transcribed by the Forkhead family transcription factor Mei4 [10,11].

We identified and characterized the Prp4 kinase, which phosphorylates the spliceosomal protein Prp1 (scPrp6/hsU5-102K) *in vitro* and *in vivo*. Prp4 also phosphorylates Srp2, one of the two typical SR (serine/arginine-rich) protein family members present in fungi [12,13]. Prp1 contains 16 direct C-terminal tetratricopeptide repeats (TPRs), preceded by an N-terminal domain of approximately 30 kDa that contains no known motifs. The C-terminal region containing the TPRs is highly conserved across a wide range of organisms, whereas the N-terminal region is not [13]. Prp4 phosphorylates Prp1 at sites in the N-terminal region [14,15]. In fission yeast, the structural integrity of the N-terminal domain is essential for pre-mRNA splicing. Short deletions throughout the N-terminus of Prp1 do not prevent spliceosome assembly but lead to the formation of stalled precatalytic spliceosomes that contain unspliced pre-mRNA and the U1, U2, U5, and U4/U6 snRNAs, indicating that the N-terminus of Prp1 is involved in early spliceosome activation [14]. In mammals, the Prp4 ortholog Prp4K phosphorylates equivalent sites in the N-terminal region of Prp1, and also phosphorylates SR proteins [13,16,17].

SR proteins contain one or two N-terminal RNA recognition motifs (RRMs) and a C-terminal RS domain enriched in arginine–serine dipeptides [18]. In general, SR proteins control a network of RNA processing events, including the regulation of SS selection [19]. In mammals, they can act as splicing enhancer or silencer depending on their position of binding [20]. It is known that they play an important role not only in alternative splicing but also in constitutive splicing [21,22]. In case of constitutive splicing they take part in intron recognition at the exon1/5´ SS by interacting with hsU1-70K (spUsp101) as well as at the 3´ SS by interacting with hsU2AF1 (spUaf2) [23–26]. In *S*. *pombe* there are two SR proteins known, Srp1 (hsSRSF2) and Srp2 (hsSRSF4/5/6) [27,28]. They were found as single proteins but also as a complex depending on their phosphorylation states [29]. Srp2 is known to be phosphorylated by Prp4 kinase while Srp1 is not [13]. However, it was shown that overexpression of Srp1 can suppress the splicing phenotype of the mutant allele *prp4-73*^*ts*^ [30]. The temperature-sensitive allele *prp4*^*ts*^ caused at the restrictive temperature of 36°C a cell-cycle arrest in the G1 and G2 phases. This phenotype was also observed at the permissive temperature of 25°C when the mutant allele *prp4-73*^*ts*^ was expressed from a multicopy plasmid [15].

Cell-cycle arrest in the G1 and G2 phase has been observed primarily in mutants of genes involved in cell-cycle regulation. Therefore, in our attempt to elucidate the mechanism underlying this phenotype, we first examined the splicing of cell-cycle regulatory genes that contain introns, e.g., *cdc2*, *res1*, and *res2*. We performed these experiments in cells expressing the analogue-sensitive (as) mutant *prp4-as2*, which encodes a kinase that can be chemically inhibited. This analysis revealed two classes of introns in fission yeast: those whose splicing is dependent on Prp4 kinase activity (Prp4-dependent) and those whose splicing is independent of Prp4 kinase activity (Prp4-independent). This finding was confirmed and extended by a genome-wide search for Prp4-dependent and -independent introns, which demonstrated that both intron classes are sometimes present within the same gene. For detailed characterization, we focused on two genes, *res1* and *ppk8*; the single *res1* intron is Prp4-dependent, whereas the single *ppk8* intron is Prp4-independent. These two intron classes are affected by mutations in the exon1/5’ SS region or the bs of the same intron. The potential interactions between the exon1/5’ SS region and snRNP U1, and between the bs and snRNP U2, determine the Prp4 dependency of the intron. Taking into consideration the results of this and previous studies, we propose that phosphorylation of different substrates by Prp4 kinase helps the spliceosome to recognize and splice efficiently introns with weak SSs that differ from the consensus sequence.

## Results

### Chemical inhibition of Prp4 kinase causes transient arrest in the G1 and G2 phases of the cell cycle

For these experiments, we constructed a conditional analogue-sensitive allele, *prp4-as2*, which allows reversible inhibition of Prp4 kinase using an ATP analogue. To inhibit Prp4, 10 μM of 1NM-PP1 was added to growing cultures of cells expressing the *prp4-as2* allele. Addition of inhibitor caused growth arrest and a concomitant decrease in the number of septated cells (Fig 1A and 1B). Cells arrested in the G1 and G2 phases of the cell cycle, as observed for the *prp4*^*ts*^ strain. Indeed, fluorescence-activated cell sorting (FACS) analysis revealed cells with both 1C and 2C DNA content after 60 min inhibition of Prp4 (Fig 1C). This growth arrest was transient, and cells resumed growing after approximately 180 min, as indicated by the disappearance of the 1C peak and the reappearance of septated cells after 240 min (Fig 1).

**Fig 1:**
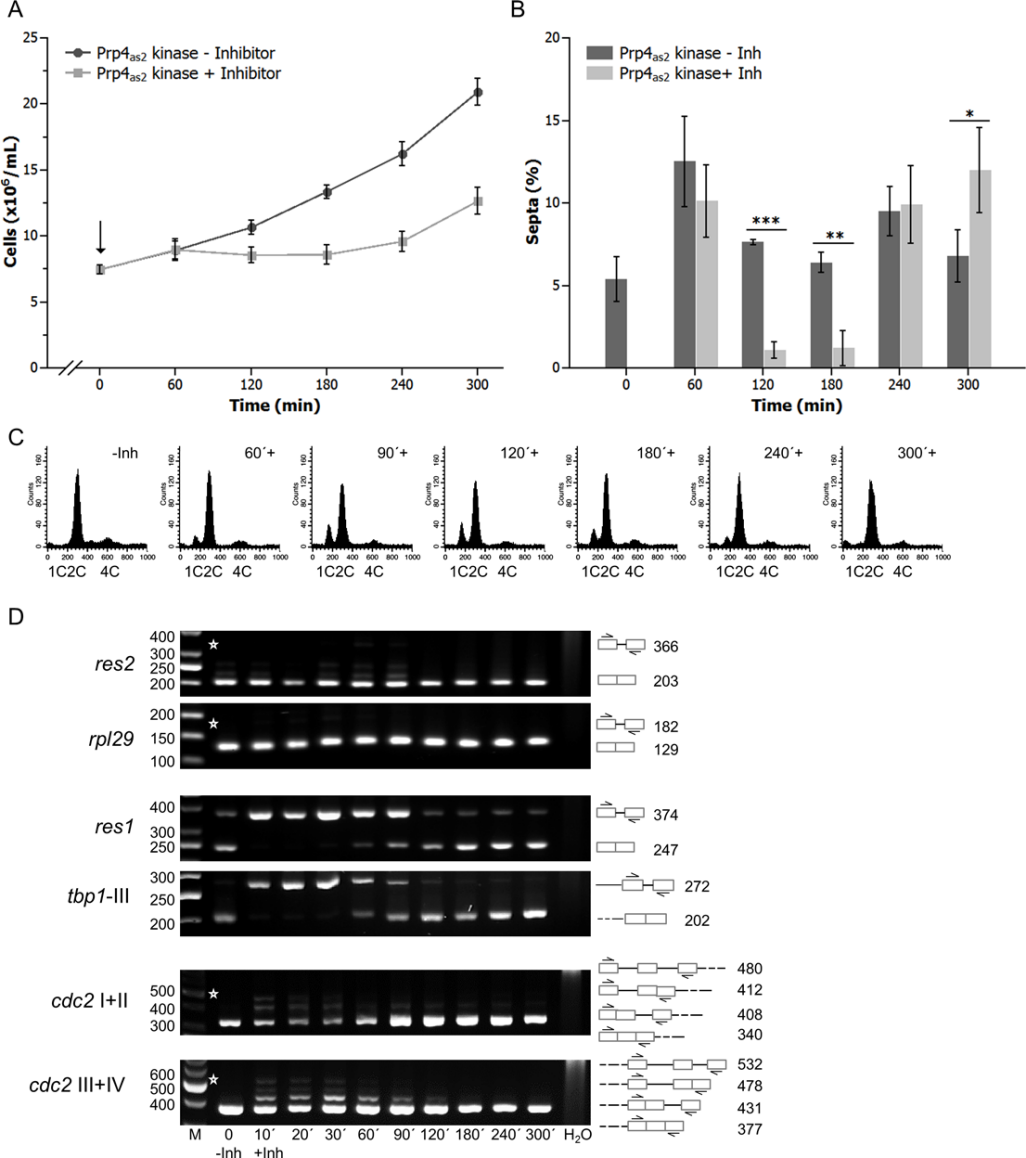
Prp4_as2_ kinase and its inhibition with 1NM-PP1 in fission yeast. (A) A strain with the genotype *h*^*−s*^ *prp4-as2* was grown at 30°C to early log-phase. The inhibitor 1NM-PP1 was then added to the culture medium (0 hours, arrow, **↓**) at a final concentration of 10 μM. Growth of the culture was monitored by counting the number of cells/mL (squares) relative to a culture growing in the absence of inhibitor (circles). The error bars indicate standard deviation. (B) Percentage of septated cells during growth in the absence (-Inh) and presence (+Inh) of inhibitor. Bars show the mean value of three independent repetitions (n = 3) and error bars indicate the standard deviation. A two-tailed t-test was performed to check whether the number of septated cells differs significantly without and with inhibition of the kinase (* = p < 0.05; ** = p < 0.01; *** = p < 0.001). (C) DNA content analysis in C of *prp4-as2* cells immediately before (-Inh) and at the indicated times after the addition of 1NM-PP1 (+). (D) RT-PCR analyses of RNA prepared at the indicated times after the addition of inhibitor (+Inh). RNA was also extracted from cells grown in the absence of inhibitor (-Inh). Specific primers were used to detect *res2*, *rpl29*, *res1*, *tbp1*-III, *cdc2* I+II and *cdc2* III+IV RNAs. Roman numerals indicate the intron numbers contained within the amplicons. The numbers on the right side of the image represent the sizes of the RT-PCR fragments (bp). Asterisks indicate the expected positions of fragments if the introns between the indicated primer pairs are not spliced out. H_2_O, negative control without template. The numbers on the left side of the image represent the sizes of the DNA fragments (bp). M, DNA size marker.

The transient arrest in the G1 and G2 phases of the cell cycle led us to hypothesize that the genes whose splicing was affected by Prp4 inhibition were directly or indirectly involved in mitotic cell-cycle progression. For example, the gene encoding the cell-cycle regulator Cdc2 contains four introns that interrupt its open reading frame. Oscillating Cdc2 kinase activity levels regulate cell-cycle progression in G1 and G2 [31]. The decision point at which cells either make the transition from G1 phase to DNA synthesis or exit the cell cycle for conjugation is known as START. Cdc2 kinase and components of the Mlu1-binding factor (MBF) are involved in control of START by regulating the expression of genes required for DNA replication. The multimeric MBF complex consists of Cdc10, Res1, and Res2 [32,33]. The *cdc10* gene is intronless, whereas the *res1* and *res2* genes each contain a single intron (of 127 nt and 164 nt, respectively) located in the 5’ region of the open reading frame [34,35].

Thus, we focused on the splicing of intron-containing genes that regulate the transition from G1 phase to DNA synthesis. Semiquantitative reverse transcription polymerase chain reaction (RT-PCR) analyses were performed to measure the mRNA and pre-mRNA levels of *res1*, *res2*, *cdc2*, and two control genes, *rpl29* and *tbp1* (Fig 1D). *rpl29* contains one intron and encodes large ribosomal subunit protein 29; *tbp1* contains three introns and encodes the TATA-binding protein [36]. The highly efficient splicing of *res2* and *rpl29* were barely affected by inhibition of Prp4 kinase. By contrast, for *res1* and *tbp1*, unspliced pre-mRNAs accumulated and almost no mRNA was detected, as little as 10 min after the addition of inhibitor. This strong inhibition of splicing was transient, and mature spliced mRNA transcripts of both genes were observed again after 60 min. After 180 min, spliced mRNA levels were similar to those observed in the absence of inhibition (Fig 1D). Splicing of all four introns of the *cdc2* transcript was only slightly affected by inhibition of Prp4 kinase, and mature *cdc2* mRNA was detected at all time points. Remarkably, the splicing pattern of *res1* and *tbp1* remained basically the same throughout the time course (Fig 1D).

Collectively, these results indicated that the introns of the five genes we investigated could be categorized into two classes: Prp4-dependent and Prp4-independent. Subsequent experiments showed that the *res1* intron was primarily responsible for the cell-cycle arrest in G1 following Prp4 inhibition: replacing the wild-type *res1* gene with an intronless copy (*res1Δintron*) led to a similar growth delay, but the cells now primarily arrested in G2 phase (S1 Fig).

### Prp4-dependent and -independent introns throughout the genome

To further examine these two classes of introns, we performed a genome-wide search for additional Prp4-dependent and–independent introns. RNA prepared from the *prp4-as2* strain grown in the presence (30 min and 60 min exposure, +Inh) or absence (-Inh) of the 1NM-PP1 inhibitor were subjected to RNA sequencing (RNA-seq), and the resultant sequence reads were aligned to the spliced or unspliced fission yeast genome reference sequence. 

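The *prp4-as2* allele encodes a Prp4 kinase that can be blocked reversibly by 1NM-PP1, an ATP analogue. RNA was sequenced from untreated cells (0 min) and from cells collected 30 min and 60 min after the addition of 10 μM 1NM-PP1. There was 1 library per condition, so no replicate error can be given, and every difference between times compares these 3 libraries. The libraries were directional and made from polyadenylated RNA. The authors removed adapters with TagDust, aligned the reads with TopHat v2.0.5 and kept the uniquely mapped reads. At the 5’ exon junction of each intron they counted the reads that join exon to exon (split reads, spliced RNA) and the reads that run on into the intron (unsplit reads, unspliced RNA). The deposited RSEI is the base-2 logarithm of split over unsplit reads after 1 has been added to both, and it was used as deposited. The untreated library held 910440 junction reads, the 30 min library 852562 and the 60 min library 743457. Unsplit reads made up 6.92% of the junction reads in untreated cells, 30.0% after 30 min and 22.8% after 60 min of inhibition. Over the introns kept for the comparison, the median number of reads per junction was 85 in untreated cells, 83 at 30 min and 73 at 60 min. Sequences and annotations came from the RefSeq assembly ASM294v3, in which 5234 of the 5374 lines of the deposited table could be matched to an annotated 5’ SS. Intervals given with an unspliced share or a share of introns are exact (Clopper-Pearson) 95% binomial intervals. These intervals cover counting error only and treat reads, or introns, as independent. The reads are PCR products without molecular identifiers, and introns of 1 gene can resemble each other, so the intervals may be too narrow.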

To examine global changes in splicing efficiency, the Relative Splicing Efficiency Index (RSEI) of annotated fission yeast introns was calculated for the untreated and treated datasets. Fission yeast introns were divided into two classes. The first class contained the 72% of all introns with a positive RSEI in the presence and absence of 1NM-PP1, indicating that splicing of these introns was Prp4-independent. This class included *res2*, *rpl29*, *and cdc2* (Fig 2A). 

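Introns of this class stayed mostly spliced in the presence of 1NM-PP1, although nearly all of them had a lower RSEI than before. The classes were set here by the sign of the RSEI at 30 min alone, a rule that the paper does not state. With the same sign required at 30 and 60 min, 72.1% of the classed introns were Prp4-independent and 27.9% Prp4-dependent. After 30 min, 2564 of the 4171 introns (61.5%, 60.0 to 63.0) had a positive RSEI, and they lay in 1551 genes. Their median RSEI was 4.09 in untreated cells, 1.77 at 30 min and 2.51 at 60 min, and their median unspliced share was 4.44%, 21.9% and 13.9% at these times. The RSEI at 30 min was below the untreated value in 2457 of them. In 1417 of them (55.3%) the unspliced share was higher with 95% intervals that do not overlap, so many of the falls were not settled at this depth. Relative to the junction reads of the library, the median intron of the class held 3.74-fold more unsplit reads at 30 min and 0.884 of its untreated split reads. Far above 0 at 30 min were introns of *tef5*, *rps3001*, *hus5* and *srp2*. In *tef5* (SPCC1450.04), encoding a translation elongation factor, 4976 split and 17 unsplit reads gave a RSEI of 8.11 at 30 min. The intron of the ribosomal protein gene *rps3001* (SPAC19B12.04) had 2954 split and 13 unsplit reads, and intron III of *srp2* (SPAC16.02c), which encodes the SR protein phosphorylated by Prp4, had 1184 split and 7 unsplit reads. All 9 introns of *srp2* had a positive RSEI at 30 min. In *hus5* (SPAC30D11.13), encoding the SUMO-conjugating enzyme, intron II had 212 split and 3 unsplit reads in untreated cells and 365 split reads and 1 unsplit read at 30 min.

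Among the gene lists, the RSEI at 30 min was negative in 8 of 91 introns of cytosolic ribosomal protein genes, in 3 of 42 introns of proteasome genes and in 28 of 137 introns of genes for spliceosome and snRNP proteins. The median RSEI of these lists at 30 min was 2.61, 1.99 and 1.61. It was above 99.1% of 10000 random lists with similar read numbers for the ribosomal proteins, above 98.2% for the proteasome and above all of them for the spliceosome, which describes these libraries and is no test of the treatment. Counts of negative introns were 6 of 39 for the V-ATPase, 12 of 51 for translation factors and tRNA synthetases, 70 of 223 for small GTPases and vesicle traffic, 35 of 108 for ubiquitin and ubiquitin-like conjugation, 31 of 96 for protein kinases and 39 of 111 for RNA polymerases and general transcription factors. The medians of these 6 lists lay between 85.0% and 97.2% of their random lists. For the ribosomal proteins the position among random lists fell to 68.7% with the RSEI at 60 min, and for the spliceosome it was 96.2% when each gene was counted once by its lowest RSEI. In 521 introns of the class the 95% interval of the unspliced share at 30 min included 50%, so their sign was not settled at this depth.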

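Splicing of *rpl29* and of the introns in the open reading frame of *cdc2* fell under inhibition but kept a positive RSEI, and *res2* had too few reads to be classed. The 53 nt intron of *rpl29* (SPBC776.01; chromosome II, 3172350 to 3172402; exon1/5’ SS AAU/GUGAGU) had 2339 split and 97 unsplit reads in untreated cells. At 30 min it had 1736 split and 1689 unsplit reads, a RSEI of 0.04 and an unspliced share of 49.3% (47.6 to 51.0). At 60 min its unspliced share was 36.0% (34.0 to 38.1). The 4 coding introns of *cdc2* (SPBC11B10.09), the cyclin-dependent kinase gene, had RSEI values of 4.93, 5.38, 4.39 and 4.82 in untreated cells and of 1.85, 1.00, 1.19 and 0.44 at 30 min, in 5’ to 3’ order. Their unspliced share at 30 min was lowest in the first of them at 20.7% (11.2 to 33.4) and highest in the last at 42.3% (33.0 to 52.1). The annotation also places a 42 nt intron in the 5’ UTR of *cdc2* (chromosome II, 1500244 to 1500285; AAC/GUAUUU). This intron had 13 split and 10 unsplit reads in untreated cells, and 0 split among 14 reads at 30 min, with an interval of the unspliced share from 76.8 to 100%. The 164 nt intron of *res2* (SPAC22F3.09c; chromosome I, 686825 to 686988; AGG/GUAAGU) had 3 split and 3 unsplit reads both in untreated cells and at 30 min, and 3 split reads at 60 min. These are below the minimum of more than 10 reads per library, and no difference in *res2* was detectable at this depth.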

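After 30 min of inhibition 1569 introns, 37.6% of the 4171 introns (36.1 to 39.1), had more unsplit than split reads, and they lay in 1073 genes. Their median RSEI was 2.66 in untreated cells, -1.29 at 30 min and -0.40 at 60 min, and their median unspliced share was 12.1%, 71.9% and 57.1%. Split reads of the median intron of this group dropped to 0.344 of the untreated number relative to the library, while unsplit reads rose 5.77-fold and the sum of both stayed close to its untreated level (1.09-fold for the median of all introns). The largest falls in the deposited RSEI were found in *gta1*, *coy1*, *got1*, *sec71*, SPBC21.03c, *bet4*, SPAC9.06c, *lig4*, *gih35* and *cdc31*; where split reads were 0 at 30 min, as in *gta1*, *coy1*, *got1*, *sec71* and SPAC9.06c, or unsplit reads 0 in untreated cells, as in *gta1*, *coy1* and *gih35*, the size of the fall depends on the 1 added to each count. In *got1* (SPCC4B3.02c), a gene of vesicle traffic, intron III had 48 split and 5 unsplit reads in untreated cells and 0 split and 44 unsplit reads at 30 min. The single intron of *cdc31* (SPCC1682.04), encoding centrin, had 557 split and 14 unsplit reads before and 36 split and 221 unsplit reads after inhibition, so that its RSEI fell by 7.80. The lowest RSEI values at 30 min included those of intron I of *rns1* (SPBC13G1.14c), with 0 split and 74 unsplit reads, and intron I of *rfc1* (SPBC23E6.07c), encoding the large subunit of replication factor C, with 0 split and 47 unsplit reads. These introns were already partly unspliced in untreated cells, with 52 split and 37 unsplit reads in *rns1* and 8 split and 6 unsplit reads in *rfc1*.

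A negative RSEI at 30 min was found in 46 of 99 introns of genes for DNA replication and repair. Among them was intron I of *rad50*, with 16 split and 5 unsplit reads in untreated cells and 1 split and 40 unsplit reads at 30 min. The RSEI was negative in 29 of 62 introns of genes for meiosis and sexual differentiation and in 16 of 36 introns of mitochondrial ribosomal protein genes. The intron of *mrpl25* (SPAC1952.14c) had 19 split reads and 1 unsplit read in untreated cells and 3 split and 61 unsplit reads at 30 min. Of 72 introns in the list of cell cycle regulators, drawn up by gene symbol alone, 27 were negative. Among them was *cds1* intron VI, in the gene for the DNA replication checkpoint kinase, with 357 unsplit and 25 split reads. It was already poorly spliced in untreated cells, with 47 split and 46 unsplit reads (RSEI 0.03). The counts were 20 of 72 for mitochondrial respiration and ATP synthase and 26 of 84 for the cytoskeleton. The median RSEI of these 6 lists lay between 13.4% and 61.6% of random lists with similar read numbers, inside the central 95%. Matched on untreated RSEI instead, the cell cycle regulators held fewer dependent introns than most random lists, with a share at 1.00% of them. Their median RSEI was then at 95.6%, inside the central 95%. Counted by the lowest RSEI per gene, the meiosis list went the other way, with a RSEI lower than most random lists (at 2.27%). Both positions depend on the comparison. The 95% interval of the unspliced share lay above 50% in 1059 of the 1569 introns and included it in 510.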

The second class contained the 28% of introns for which RSEI was positive in untreated cells but negative in cells treated with 1NM-PP1, indicating that splicing of these introns was Prp4-dependent. This class included *res1* and *tbp1* (Fig 2A). 

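Both genes went from mostly spliced to mostly unspliced RNA within 30 min. The unspliced share of the *res1* intron was 19.2% (14.0 to 25.4) in untreated cells, 72.1% (65.8 to 77.9) at 30 min and 70.9% (64.7 to 76.6) at 60 min. In *tbp1* (SPAC29E6.08), which encodes the TATA-binding protein, the unsplit reads of all 3 introns together made up 10.9% of 2850 junction reads in untreated cells, 78.4% of 610 reads at 30 min and 58.8% of 2099 reads at 60 min. Relative to the library, the junction reads of *tbp1* at 30 min were 0.229 of the untreated number, and those of *res1* were 1.22-fold. In the plot of RSEI at 30 min against RSEI in untreated cells, the points of both classes form a single cloud across 0. The paper reads the RSEI as a balance of spliced against unspliced RNA. From a sign that stays positive with inhibitor it concludes that an intron is spliced independently of Prp4, and from a sign that turns negative that splicing depends on the kinase.

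**Figure D1:**
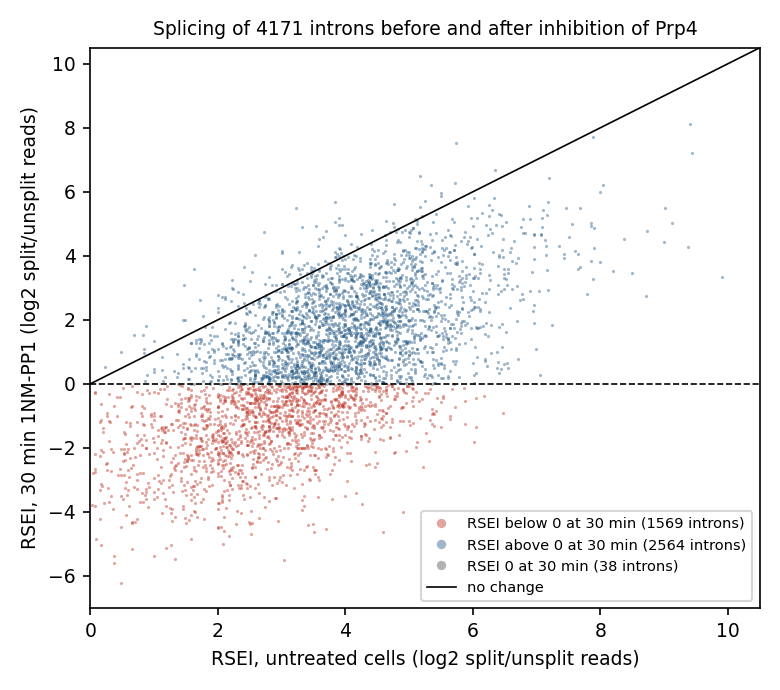
RSEI of each of 4171 introns at 30 min after addition of 1NM-PP1 (vertical axis, log2 of split over unsplit reads) against its RSEI in untreated cells (horizontal axis, same unit), 1 point per intron. Blue points (2564 introns) lie above a RSEI of 0 at 30 min, red points (1569) below it and grey points (38) on it. Most points lie under the line of no change.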

Notably, we were unable to identify any gross sequence features that differentiated these two classes of introns. For example, there were no significant differences in intron size or obvious additional sequence motifs that were specific to either class (Fig 2B). 

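Prp4-dependent introns were on average slightly shorter than Prp4-independent ones. The median length was 54 nt (quartiles 45 and 79) in 1565 dependent introns and 58 nt (quartiles 47 and 96) in 2553 independent introns with an annotated sequence. Introns of 33 to 99 nt made up 81.5% of the dependent and 76.1% of the independent introns, and introns of 300 nt or more made up 1.66% and 3.41%. The dependent share declined with length, from 42.1% (38.9 to 45.3) of the 938 introns of up to 45 nt to 23.0% (15.6 to 31.9) of the 113 introns of 300 nt or more. Long introns were found in both classes. Intron I of *tbp1* (255 nt) was dependent, whereas intron II of *rpb5* (211 nt) was independent. The difference of the medians, -4 nt, lay outside the range of -2 to 2 nt that held 95% of 10000 random splits of the same introns. It was 0 nt when the classes were set by the RSEI at 60 min.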

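The base that pairs with snRNA U1 was less frequent in Prp4-dependent than in Prp4-independent introns at every variable position from -2 to +6, and most clearly at -1, +6 and +5. A G at position -1, the last base of exon 1, was present in 48.3% of the dependent and 63.3% of the independent introns. A U at +6 was present in 58.5% and 71.4%, a G at +5 in 83.3% and 92.9%, and an A at +4 in 45.4% and 52.1%. Position -2 had an A in 45.0% and 50.3%, and position +3 an A in 91.2% and 95.1%. At -3 a C was as frequent in dependent (16.7%) as in independent introns (16.6%). The largest difference, -15.0 percentage points at -1, compares with -3.04 to 3.05 in 95% of 10000 random splits of the introns into groups of the same sizes. The -6.73 points at +4 compare with -3.12 to 3.06. Seen from the base, 46.6% (44.0 to 49.3) of the 1395 introns without U at +6 were dependent, against 33.1% (31.4 to 34.9) of those with it. Without G at +5 the share was 58.7% (53.9 to 63.3) of 445 introns. Of the 10 introns with the largest falls, those of *gta1* (GUAUGA), *sec71* (GUAAGC), SPBC21.03c (GUAUAG), *bet4* (GUAAGA) and SPAC9.06c (GUAAUU) lack G at +5 or U at +6, whereas those of *coy1*, *got1*, *lig4*, *gih35* and *cdc31* have both.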

Comparison of the SS sequences of Prp4-independent and -dependent introns revealed only slight differences between the two classes especially at position -1 in the exon 1 and positions +4 to +6 in the 5´ SS. 

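Counted per intron, the dependent share declined stepwise with the number of bases from -3 to +6 that can pair with snRNA U1. It was 73.6% of 91 introns with 4 pairs (63.3 to 82.3), 58.0% of 833 introns with 5 pairs (54.5 to 61.4), 37.5% of 1708 with 6 (35.2 to 39.9), 26.5% with 7 (310 of 1168) and 17.6% of 323 with 8 pairs (13.6 to 22.3). In the 30 introns with all 9 pairs, it was 16.7% (5.64 to 34.7). Dependent introns had 5.88 ± 0.92 pairs (mean ± SD over introns) and independent introns 6.42 ± 0.91, and the difference in the mean, -0.53, lay far outside the -0.06 to 0.06 of random splits. The SDs show how widely both classes overlap. Intron I of *aph1*, with 8 pairs (AAG/GUAAGU), kept a RSEI of 4.75 at 30 min, and intron III of *aph1* has 8 pairs as well (CAA/GUAAGU) and had -2.08. Intron II of *gga22* (UUU/GUAGGA) and intron III of *ftp105* (UCU/GUAUGA) have 4 pairs each and had a RSEI of -2.26 and -2.02.

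**Figure D2:**
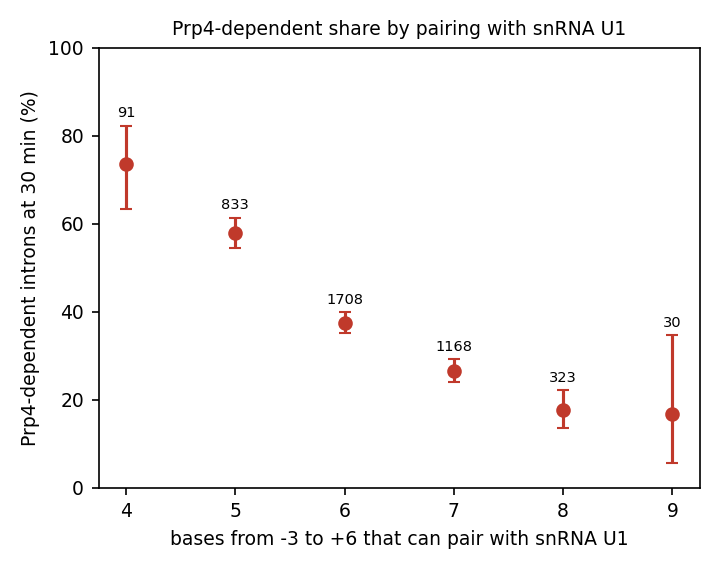
Percentage of introns with a negative RSEI at 30 min (vertical axis) by the number of bases from -3 to +6 that can pair with snRNA U1 (horizontal axis). Points are shares of introns, bars their exact 95% binomial intervals, and the number of introns stands above each bar. The share declines from 73.6% with 4 pairs to 17.6% with 8 pairs.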

The Prp4-dependent introns differed more frequently at these positions from the consensus sequence compared to Prp4-independent ones (Fig 2C). Moreover, in genes containing several introns, not all introns necessarily behaved in the same way upon inhibition of Prp4. This different behaviour of introns within one gene was also observed for temperature-sensitive alleles of other splicing factors [37,38]. 

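Introns of both classes stood side by side in 521 of 1098 genes with at least 2 measured introns (47.4%). In 180 genes all measured introns were dependent and in 397 all were independent. In these counts, introns with a RSEI of exactly 0 at 30 min, which belong to neither class, were taken together with the independent ones. When the classes were shuffled over the introns, 678 genes on average were mixed (622 to 733 in 10000 shuffles), so introns of one gene resembled each other more than random introns did. The widest ranges of RSEI at 30 min within a gene were found in *apl5* (9.06), *aph1* (8.43), *ulp2* (8.20), *tfb1* (7.73), *ers1* (7.37), *gga22* (7.29), *mnh1* (7.29), *get4* (7.28), *ftp105* (7.16) and *top3* (7.13). In *apl5* (SPAC144.06), which encodes a subunit of an adaptor complex for vesicle coats, intron I had 0 split among 17 reads at 30 min and intron II 118 split among 121 reads. In *aph1* (SPCC4G3.02), 214 of 221 reads of intron I were split but 11 of 164 reads of intron II. Intron II of *tfb1*, a gene for a subunit of the transcription factor TFIIH, had 0 split and 35 unsplit reads, while intron V had 58 split and 9 unsplit. In *srp1* (SPBC11C11.08), encoding the other SR protein, intron I had a RSEI of 2.36 and intron II one of -0.10, with an interval of the unspliced share that included 50% (48.1 to 55.5). The share of mixed genes was 38.0% with classes set at 60 min.

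**Figure D3:**
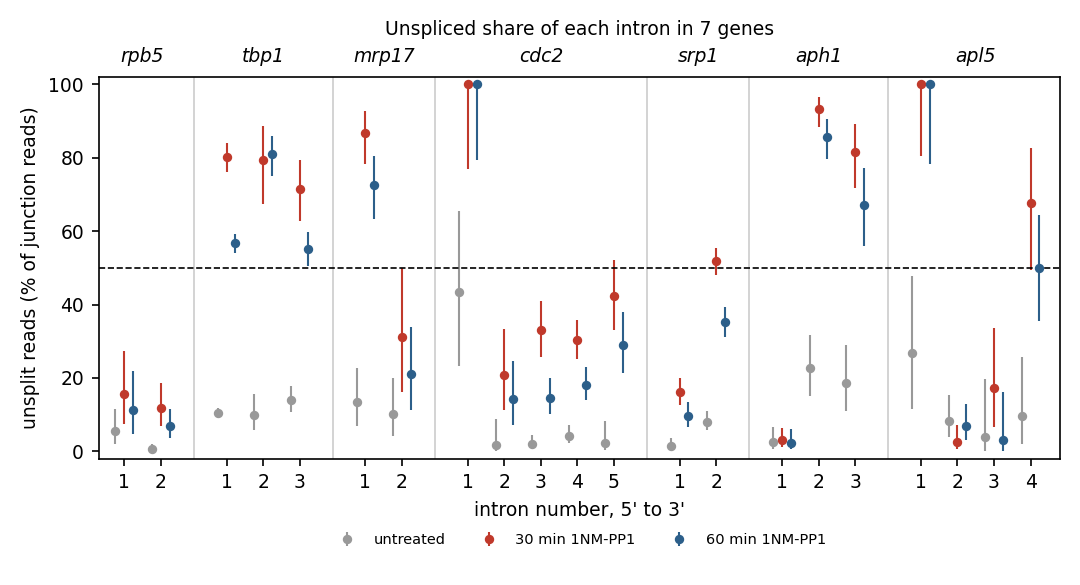
Unsplit reads as a percentage of junction reads (vertical axis) for each measured intron of 7 genes, numbered 5’ to 3’ (horizontal axis), in untreated cells (grey), at 30 min (red) and at 60 min (blue) of 1NM-PP1. Points are single libraries and bars exact 95% binomial intervals; the dashed line marks 50%, a RSEI of 0. Within *aph1*, *apl5*, *mrp17* and *cdc2* the introns separate widely at 30 min, whereas those of *rpb5* stay low and those of *tbp1* high.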

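In *rpb5* (SPAC23C4.15; a subunit of RNA polymerase) both introns stayed spliced, in *tbp1* all 3 were retained, and in *mrp17* (SPAC343.08c; a mitochondrial ribosomal protein) the 2 introns parted. All 3 genes lie on chromosome I. Intron I of *rpb5* (1054810 to 1054873, AGG/GUAUGU) had an unspliced share of 5.50% in untreated cells and 15.5% (7.35 to 27.4) at 30 min, and intron II (1054957 to 1055167, AGA/GUAUGU) one of 0.68% and 11.9% (6.93 to 18.5). Intron I of *tbp1* (4415750 to 4416004, AGA/GUAAGU) went from 10.4% to 80.2% (76.1 to 83.9) unspliced. Intron II (4416066 to 4416117, AAA/GUACGU) went from 10.0% to 79.4% (67.3 to 88.5) and intron III (4416379 to 4416448, UCU/GUAAGU) from 14.1% to 71.5% (62.7 to 79.3). In *mrp17*, intron I (1653607 to 1653723) went from 13.4% to 86.6% (78.2 to 92.7) and intron II (1653307 to 1653355) from 10.3% to 31.2% (16.1 to 50.0). The intervals of the *mrp17* introns do not overlap at 30 min, on 97 and 32 reads.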

As shown in Fig 2D, the *mrp17* gene, encoding mitochondrial ribosomal subunit Mrp17, has one Prp4-dependent and one Prp4-independent intron; by contrast, *rpb5*, encoding a DNA-directed RNA polymerase subunit, contains two Prp4-independent introns, and *tbp1* contains three Prp4-dependent introns.

**Fig 2:**
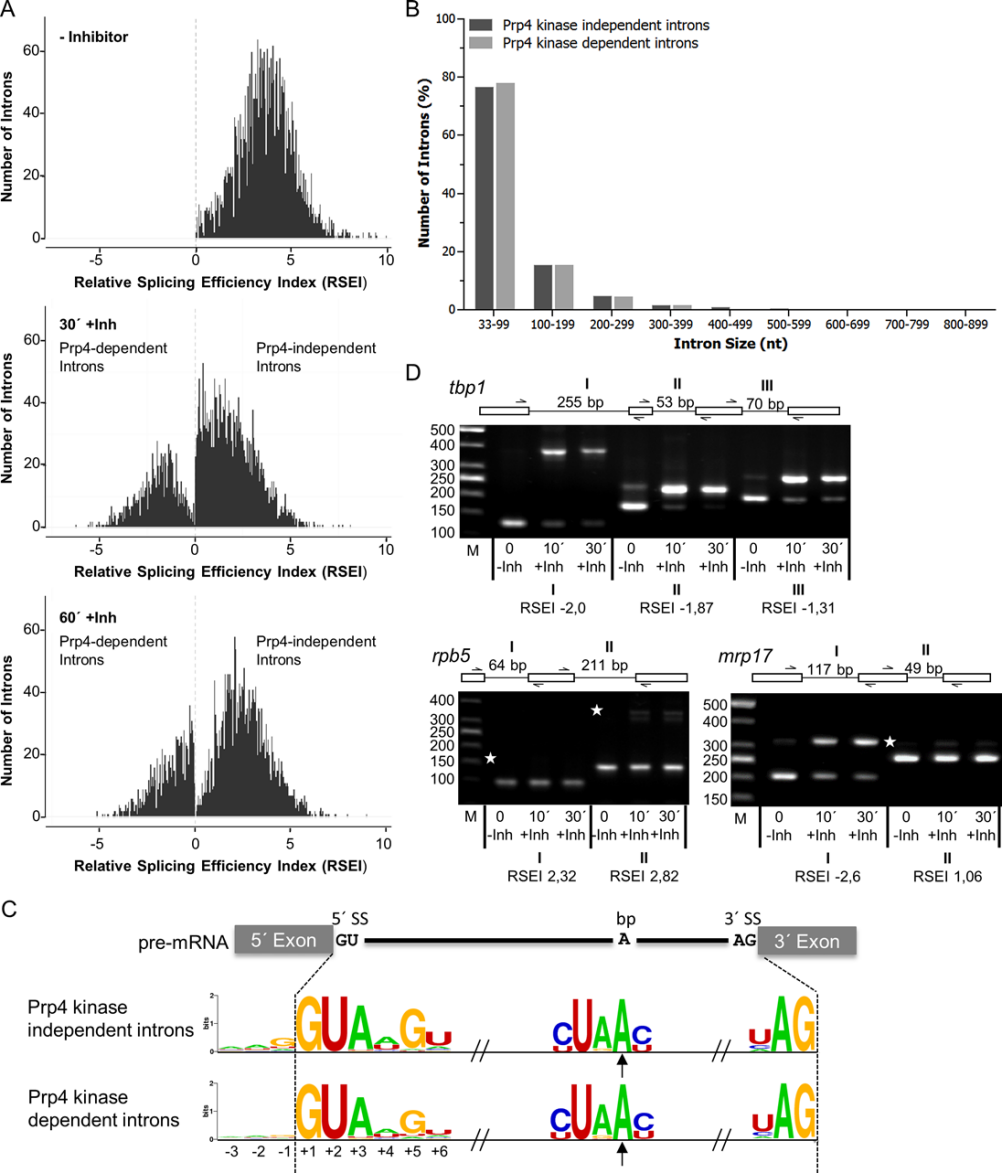
Whole-genome splicing profile of a fission yeast strain expressing Prp4_as2_ kinase. (A) The frequency histograms assign the number of introns found for each calculated Relative Splicing Efficiency Index (RSEI) in the absence (- Inhibitor) of 1NM-PP1 or after 30 and 60 min in the presence of inhibitor. The bin size is 0.05. Bars with negative RSEI values display Prp4-dependent introns (1008 introns) while bars with positive RSEI values represent Prp4-independent introns (2557 introns). The dashed line marks the 0 value. (B) Similar size distributions of Prp4-independent and -dependent introns. (C) A hypothetical example of a fission yeast pre-mRNA. Consensus sequences of the 5’ SS, branch sequence with branch point A (bp, arrow), and 3’ SS are shown. These consensus sequences do not differ between Prp4-dependent and–independent introns. The sequence logos were generated using WebLogo [74]. (D) Splicing of the introns of *rpb5*, *tbp1*, and *mrp17* monitored by RT-PCR using specific primers, as indicated in the schemes above the images, in the absence of inhibitor (-Inh) or after 10 and 30 minutes in the presence of inhibitor (+Inh). Asterisks indicate the expected position of fragments if the introns are not spliced out. RSEI below the images was obtained from cells collected after 30 min in the presence of inhibitor. Roman numerals indicate the 5’→3’ order of introns. The numbers on the left side of the image represent the sizes of the DNA fragments (bp). M, DNA size marker.

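The whole distribution of RSEI moved down with the inhibitor and part of the way back by 60 min. The median RSEI of 4171 introns was 3.58 in untreated cells (quartiles 2.66 and 4.49), 0.66 at 30 min (quartiles -0.81 and 2.14) and 1.57 at 60 min (quartiles 0 and 2.85). RSEI was lower at 30 min than in untreated cells in 4064 introns (97.4%). At 60 min, 1010 introns (24.2%, 22.9 to 25.5) were negative. A negative RSEI at both 30 and 60 min was found in 981 introns and a positive one at both in 2533. From 30 to 60 min the RSEI rose in 3584 introns and fell in 574, with a median change of 0.78. The largest rises in the deposited RSEI were those of *coy1* intron I (5.70), *mpo1* intron II (4.53), *got1* intron III (4.32), SPAC11E3.12 intron I (4.18) and the intron of *sec71* (4.11), which had 14 to 45 reads at each of these 2 times. For *coy1*, *got1* and *sec71*, with 0 split reads at 30 min, the size of the rise depends on the 1 added to each count. Intron I of *erg5* (SPAC19A8.04), a gene of ergosterol synthesis, moved the other way, from 259 split and 148 unsplit reads to 30 split and 115 unsplit. The unspliced share was higher at 30 min than in untreated cells, with intervals that do not overlap, in 2932 introns, of which 1488 were dependent and 1417 independent, and it was lower in 0.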

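The most frequent base was the same in both classes at each position from -3 to +6. At -3 it was A, in 45.1% of the Prp4-dependent and 48.8% of the Prp4-independent introns. A G at +1 was found in 100% of both and a U at +2 in 99.9% of both. Intron V of *mnh1* (AAA/GCAAGU), one of 5 introns with a C at +2, had 319 split and 113 unsplit reads at 30 min. At the 3’ SS, UAG ended 2889 introns, CAG 769 and AAG 492. Introns ending in AAG were dependent in 48.2% (43.7 to 52.7), those ending in CAG in 40.2% (36.7 to 43.7) and those ending in UAG in 35.1% (33.4 to 36.9).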

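The RSEI at 30 min was 2.32 for intron I and 2.82 for intron II of *rpb5*, and -2.00, -1.87 and -1.31 for introns I to III of *tbp1*, and 1.06 for intron II of *mrp17*. Intron I of *mrp17* had 13 split and 84 unsplit reads at that time. In untreated cells the same introns had 3.89 and 6.78 (*rpb5*), 3.10, 3.09 and 2.59 (*tbp1*) and 2.58 and 2.95 (*mrp17*). At 60 min the values were 2.81 and 3.66, -0.39, -2.06 and -0.30, and -1.38 and 1.82. Intron II of *tbp1* thus stayed at its low level, while introns I and III rose by 1.62 and 1.01.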

### Prp4-dependent and -independent introns can be interconverted by mutating the exon1/5’ SS region

We wished to characterize the changes in splicing efficiency when the exon1/5’ SS region and bs of these two intron types were mutated. For these experiments, we selected two genes, each containing one intron of similar size and structure, but with RSEI of opposite sign following inhibition of Prp4 kinase. The Prp4-dependent gene was *res1*, which contains a 127 nt intron, has an RSEI of -1.36, and is essential for mitotic growth (Fig 3A). 

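The *res1* intron was mostly spliced in untreated cells and mostly retained at both times with inhibitor. It lies in the coding region of SPBC725.16 on chromosome II, from 1233561 to 1233687, and 6 of its 9 bases at the exon1/5’ SS (AAG/GUUUGU) can pair with snRNA U1. It had 160 split and 38 unsplit reads in untreated cells (RSEI 2.05), 63 and 163 at 30 min (RSEI -1.36) and 69 and 168 at 60 min (RSEI -1.27). In the RT-PCR of the paper, spliced *res1* mRNA was seen again after 60 min, a return that these reads do not show at that time. Among the 29 introns with the same 9 bases, 12 had a negative RSEI at 30 min. Intron I of *srp2* is one of the others, with 501 split and 74 unsplit reads.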

The Prp4-independent gene was *ppk8*, which contains a 117 nt intron and has an RSEI of +1.89 (Fig 4A). This gene is non-essential for mitotic growth; it encodes a putative serine/threonine kinase potentially involved in signal transduction [39]. 

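The *ppk8* intron stayed mostly spliced at both times with inhibitor. It lies in the coding region of SPAC22G7.08 on chromosome I, from 749996 to 750112, and its exon1/5’ SS (UCG/GUAUGU) has 6 bases that can pair with snRNA U1, as many as *res1*. It had 48 split and 6 unsplit reads in untreated cells (RSEI 2.81), 51 and 13 at 30 min (RSEI 1.89) and 46 and 10 at 60 min (RSEI 2.10). The unspliced share was 11.1% (4.19 to 22.6), 20.3% (11.3 to 32.2) and 17.9% (8.91 to 30.4). These intervals overlap, so a change in *ppk8* was not detectable at this depth.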

Because we wanted to compare the pre-mRNA splicing of these functionally very different genes following mutation, we constructed two reporter genes, called *res1’* and *ppk8’*, respectively. Both reporter genes are driven by the *nmt1-8* promoter and contain a frameshift mutation early in exon 1, a *Hin*dIII restriction site upstream of the 5’ SS, and the *nmt1* termination region for 3’ end processing. These manipulated genes were introduced into the *leu1* locus by homologous recombination (Figs 3A and 4A), and semiquantitative RT-PCR analyses were performed using the appropriate primers. As shown in Fig 3B–3C, the *res1’* intron at the *leu1* locus was spliced in a Prp4-dependent manner, like endogenous *res1*^*+*^, whereas the intron of *ppk8’* was Prp4-independent like endogenous *ppk8*^*+*^ (Fig 4B–4C). This is consistent with the notion that the Prp4 dependency of a gene is not governed by its genomic context: neither chromosomal location nor the identity of the promoter and 3’ termination region determined whether an intron was spliced in a Prp4-dependent manner. Therefore, the differences in Prp4 dependency must be due to subtle differences in or around the intronic sequences.

**Fig 3:**
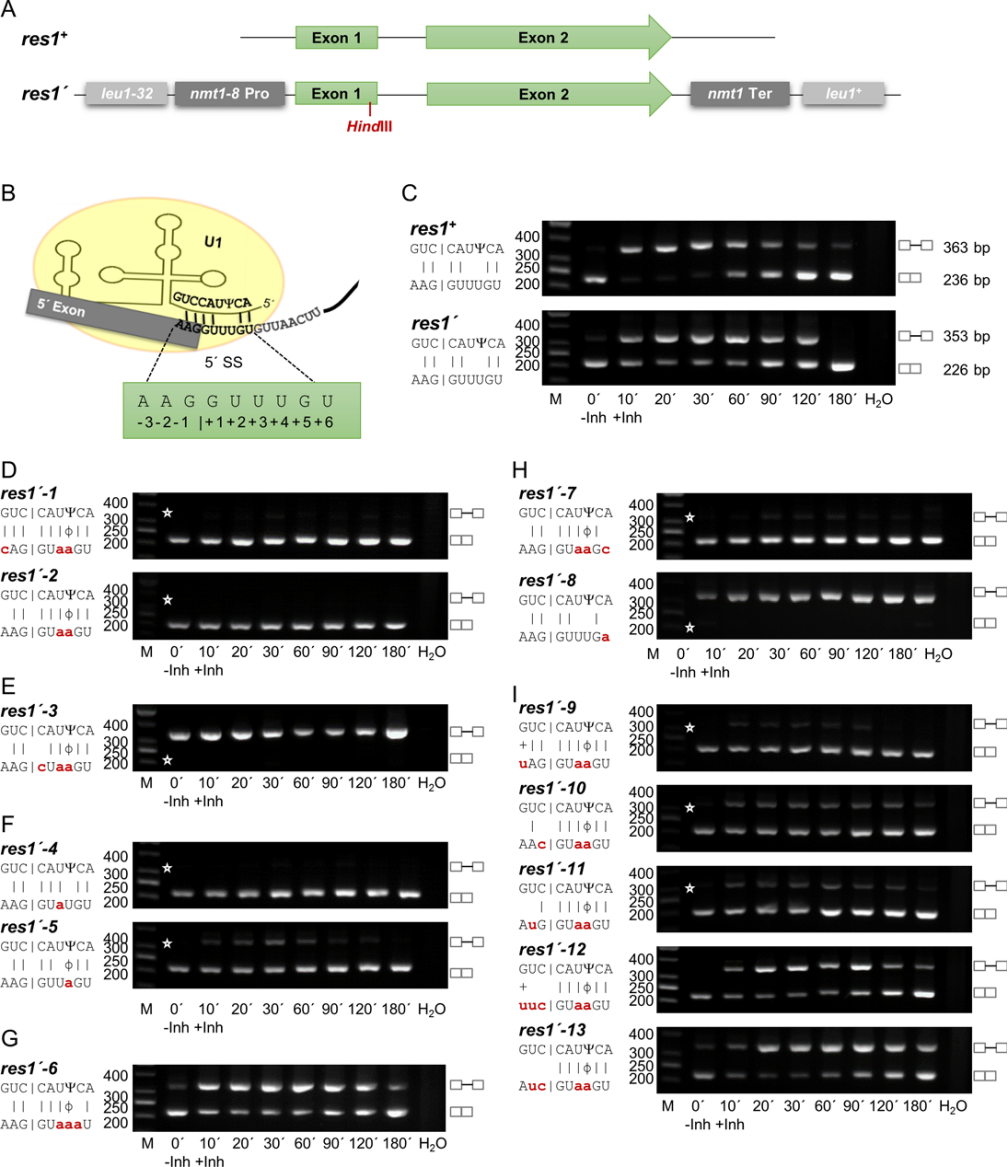
The Prp4 kinase dependence of the *res1* intron can be changed by mutations in the exon1/5’ splice site. (A) Schematic representation of the *res1*^*+*^ and *res1’* genes. The *res1’* gene was integrated by homologous recombination into the *leu1* locus. Because Res1 is essential for growth, all strains containing the *res1’* gene also contain *res1*^*+*^. (B) Proposed base-pairing between the *res1*^*+*^ exon1/5’ SS region and snRNA U1. Ψ indicates the pseudouridine 3 nucleotides from the 5’ end of snRNA U1. Numbering of the exon1/5’ SS region is indicated. (C–I) RT-PCR analysis in the absence (-Inh) and presence (+Inh) of inhibitor at the indicated times. H_2_O, negative control without template. The scheme on the left side of the image shows the details of the interactions between the exon1/5’ SS region and snRNA U1. Small letters indicate the mutations in the *res1’* exon1/5’ SS; the corresponding alleles were named as indicated. |, Watson-Crick base-pairing; +, wobble base-pairing G-U; Ψ, Pseudouridine; ϕ, wobble base-pairing Ψ-A. Asterisks indicate the expected position of fragments if the introns are or are not spliced out. The numbers on the left side of the image represent the sizes of the DNA fragments (bp). M, DNA size marker. C compares the endogenous *res1*^*+*^ with the integrated *res1’*.

**Fig 4:**
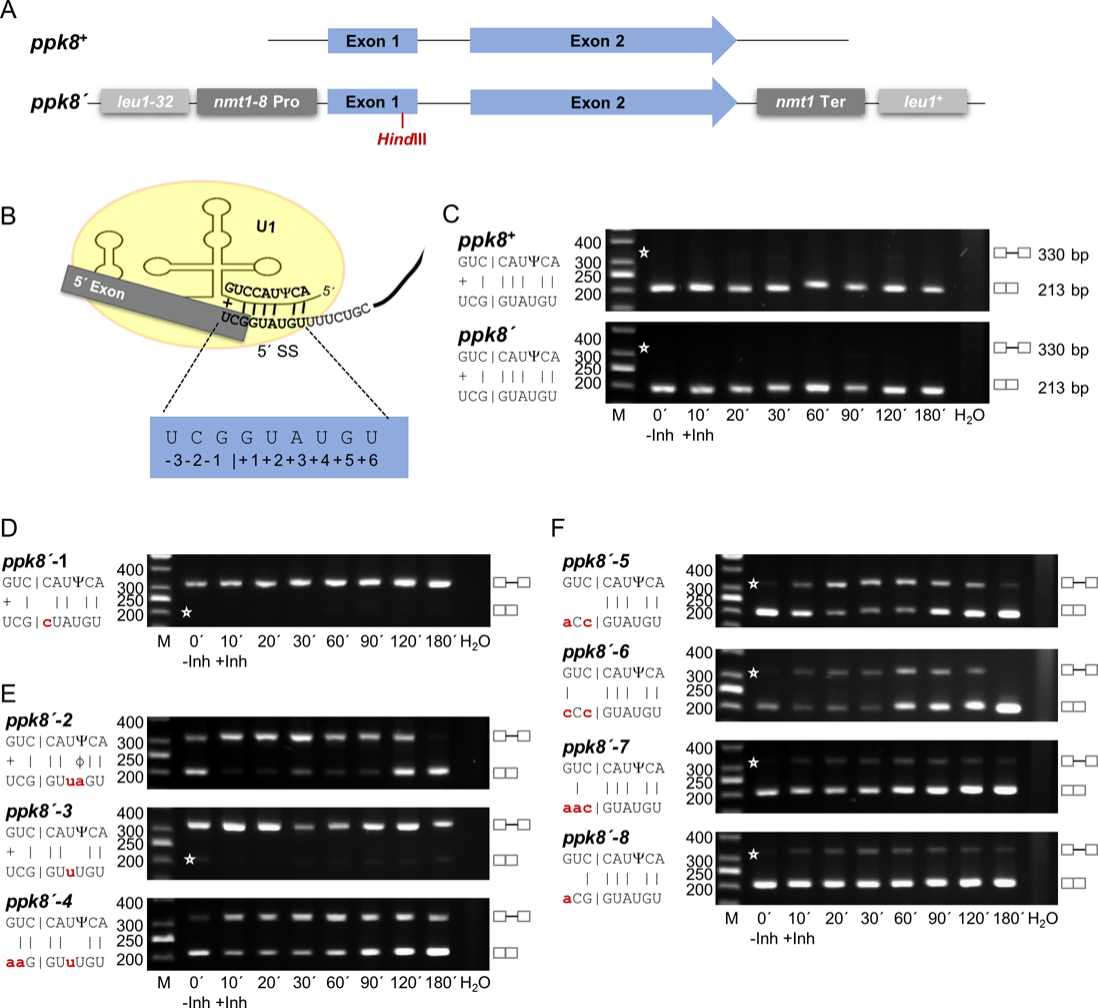
The Prp4 kinase independence of the *ppk8* intron can be changed by mutations in the exon1/5’ splice site. (A) Schematic representation of the *ppk8*^*+*^ and *ppk8’* genes. The *ppk8’* gene was integrated by homologous recombination into the *leu1* locus. All strains containing a *ppk8’* gene also contain *ppk8*^*+*^. (B) Proposed base-pairing between the *ppk8*^*+*^ exon1/5’ SS region and snRNA U1. Ψ indicates the pseudouridine 3 nucleotides from the 5’ end of snRNA U1. Numbering of the exon1/5’ SS region is indicated. (C–F) RT-PCR analysis in the absence (-Inh) and presence (+Inh) of inhibitor at the times indicated in minutes. H_2_O, negative control without template. The scheme on the left side of the image shows the details of the interactions between exon1/5’ SS and snRNA U1. Small letters indicate the mutations in *ppk8’* exon1/5’ SS; the corresponding alleles were named as indicated. |, Watson-Crick base-pairing; +, wobble base-pairing G-U; Ψ, Pseudouridine; ϕ, wobble base-pairing Ψ-A. Asterisks indicate the expected position of fragments if the introns are or are not spliced out. The numbers on the left side of the image represent the sizes of the DNA fragments (bp). M, DNA size marker. C compares endogenous *ppk8*^*+*^ with integrated *ppk8’*.

Base-pairing interactions between pre-mRNA and snRNA U1 play a role in establishing and determining the 5’ SS [40–42]. This recognition process is more complicated in mammals than in yeast, because alternative pre-mRNA splicing requires selection of one out of several possible 5’ SSs [43]. In fungi, however, and particularly in fission yeast, there is little or no alternative splicing [9]. In fission yeast, it has been suggested that nine nucleotides from the 5’ end of the U1 snRNA interact with the pre-mRNA, base-pairing with six nucleotides of the 5’ SS and three nucleotides of exon 1, to determine the 5’ SS [44]. In addition, the 5’ end of snRNA U1 in fission yeast becomes pseudouridinylated (Ψ). This mechanism is also conserved in eucaryotes. However, in mammalian U1 snRNA two adjacent nucleotides in this region are pseudouridinylated, whereas in fission yeast, only nucleotide number 3 from the 5’ end of snRNA U1 is pseudouridinylated. This nucleotide in the U1 snRNA interacts with the 5’ SS nucleotide +4 of the pre-mRNA (Figs 3B and 4B). In general, pseudouridinylated nucleotides base-pair with A, C, G and U in an A-form RNA duplex, but the highest thermal stability can be found between A-Ψ and G-Ψ [45–48].

To analyse if an increased base-pairing potential leads to a Prp4-independent intron and vice versa, several mutations were introduced into the exon1/5´ SS of the reporter genes *res1´* and *ppk8´* (Figs 3 and 4). We mutated positions -3, +3 and +4 (Fig 3D, *res1´-1)* or only positions +3 and +4 (Fig 3D, *res1´-*2) of the *res1’* intron. These changes, which increased the potential interactions between U1 snRNA and the pre-mRNA by at least four hydrogen bonds, converted the *res1’* intron into a Prp4-independent intron. A time-course RT-PCR experiment revealed that these mutations allowed efficient splicing in the presence (+Inh) or absence (-Inh) of inhibitor (Fig 3D). As a control, we also mutagenized position +1 or +2 of the *res1’* intron to a C or A, respectively; the resultant mutants were not recognized efficiently as introns independent of Prp4 activity (Fig 3E and S2 Fig, *res1´-14*). At the time that introns were discovered, it was shown that the GU at the 5’ end is necessary for recognition of an intron [49]. Therefore, this control experiment confirms our interpretation that the transient interaction of the exon1/5’ SS region with snRNA U1, including nine nucleotides from the 5’ end of U1, allows efficient splicing in the absence of Prp4 kinase activity (compare Fig 3D, *res1’-1* and *res1’-2* with Fig 3E). To test whether only one additional interaction at position +3 or +4 is already sufficient for Prp4 independency, both mutants were constructed and resulted in Prp4-independent introns. While an interaction at position +3 lead to an efficiently spliced intron at all time points, an interaction at position +4 caused a slightly decreased splicing efficiency after inhibition (Fig 3F). For all further experiments the Prp4-independent *res1´-2* exon1/5´ SS was used to analyse which additional mutations lead to Prp4 dependency again. When these continuous interactions were interrupted by mutating position +5 in the intron from a G to an A, the intron became Prp4-dependent once again (Fig 3G). All mutations at position +5 that did not allow Watson–Crick hydrogen bonding with a C at position 2 of snRNA U1 caused the *res1’* intron to be Prp4-dependent (Fig 3G and S2 Fig, *res1’-15* and *res1’-16*); therefore, these experiments also prove that proper interaction between U1 and the exon1/5’ SS region is established by formation of hydrogen bonds between the two opposing bases. By contrast, the Prp4 independence of this intron was unaffected by all mutations at position +6 (the last 5’ SS nucleotide) that did not allow hydrogen bonding with the A at position 1 of the U1 snRNA (Fig 3H, *res1´-7* and S2 Fig, *res1’-17* and *res1’-18*). But if there is no interaction at positions +3, +4 and +6 the former Prp4-dependent intron (Fig 3C, *res1´*) is not recognized anymore even in presence of Prp4 kinase activity (Fig 3H, *res1´-8*). Thus, increasing the base-pairing potential between U1 snRNA and pre-mRNA within the 5´ SS results in Prp4-independently spliced introns and vice versa. Similar, rules seemed to apply for mutations at positions -1, -2 and -3 of exon 1 of the *res1´* gene (Fig 3I). If only position -1 or position -2 can form a Watson–Crick hydrogen bond, therefore creating a weaker interaction in the exon 1 compared to *res1´-2*, splicing efficiency decreased after inhibition of Prp4, but the intron was still spliced independently (Fig 3I, *res1’-10* and *res1’-11*). However, completely absent or very weak hydrogen bonding with the nucleotide at position -3 of exon 1 caused the intron to be Prp4-dependent (Fig 3I, *res1’-12* and *res1’-13*).

Like *ppk8*, the intron of the *ppk8’* gene integrated into the *leu1* locus was also Prp4-independent (Fig 4A–4C). First, the 5’ SS nucleotide +1 G was mutated to a C, the intron was no longer recognized regardless of Prp4 kinase activity, as demonstrated by the exclusive presence of pre-mRNA and absence of mature mRNA (Fig 4D). Then position +3 was mutated from an A to a U, preventing Watson–Crick hydrogen bonding with the snRNA U1, and position +4 from a U to an A, creating an A-Ψ interaction (Fig 4E, *ppk8’-2*). This shows that changing the position of two hydrogen bonds of the 5´ SS converted a Prp4-independent intron into a Prp4-dependent one (compare Fig 4C, *ppk8´* with 4E, *ppk8´-2*). When the interactions at both positions, +3 and +4, were absent, the resultant intron was no longer recognized (Fig 4E, *ppk8’-3*). However, changing the interactions within the exon 1 creating a *ppk8’* gene containing the exon1/5’ SS sequence of the *res1*^*+*^ gene was Prp4-dependent (Fig 4F, *ppk8’-4*).

Next, we introduced mutations at the end of exon 1 to determine the effect of the pairing of these nucleotides on Prp4 dependency. If the nucleotides at positions -1, -2, and -3 of exon 1 in *ppk8’* were unable to form hydrogen bonds with the appropriate positions in snRNA U1, the intron was spliced in a Prp4-dependent manner (Fig 4F, *ppk8’-5*). The same rule applied if hydrogen bonding only occurred at position -3 (Fig 4F, *ppk8’-6*). However, if a potential hydrogen bond could be formed with the nucleotide at position -1 or -2, stabilizing the interactions between exon 1 and snRNA U1, the intron was spliced efficiently in a Prp4-independent manner (Fig 4F, *ppk8’-7* and *ppk8´-8*). Taken together, these results clearly demonstrate that the number and position of the potential hydrogen bonds between the nucleotides of the exon1/5´ SS region of an intron and the 5’ end of the U1 snRNA is one reason whether an intron is spliced in a Prp4-independent or -dependent manner.

### A Prp4-dependent intron can be created by introducing mutations in the branch sequence

As discussed above, we did not find any obvious differences in the bs consensus between +RSEI and–RSEI introns (Fig 2C). 

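CUAAC was the most frequent branch sequence in both classes, and somewhat less frequent in Prp4-dependent introns. It was found in 31.4% of the dependent and 38.8% of the independent introns, a difference of -7.55 percentage points, where 95% of random splits gave -3.12 to 2.96. CUAAU was found in 20.6% and 19.2%, and UUAAC in 15.0% and 13.3%. Introns with CUAAC were dependent in 32.7% (30.3 to 35.2), those with CUAAU in 39.2% (35.8 to 42.7). UUGAC was the sequence with the highest dependent share, 39 of 56 introns (69.6%, 55.9 to 81.2). One of them is intron II of *tbp1*. Introns whose branch sequence lies 15 to 19 nt from their end were dependent in 47.1% (42.0 to 52.3) of 378 cases, and those with 8 to 9 nt in 37.6% (34.5 to 40.8) of 931. The branch sequence was taken as the pentamer of the form YUNAY nearest the 3’ SS within the last 40 nt, found in 4118 introns. For *res1* this search takes UUCAU where the paper gives CUAAC, so single assignments can be wrong.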

The consensus branch sequence of *S*. *pombe* is 1.C/U 2.U 3.A/G/U/C 4.A 5.C/U; the most frequent bs sequences are CUAAC (42%) and CUAAU (23%) [39,50]. The branch point A is the fourth nucleotide in this sequence [51–53]. The 5 nt degenerate bs of fission yeast is similar to that of mammals [6,8]. Recognition of the bs via base-pairing of snRNA U2 is also conserved, and the nucleotide at position 3 in the bs of *S*. *pombe* is opposite a pseudouridine in snRNA U2 [45,47,54]. The bs of the *res1* intron has the most common sequence (CUAAC), and the pseudouridine in snRNA U2 is at position 39 from the 5’ end (Fig 5A). To study the influence of mutations in the bs on Prp4 dependency, we used *res1´* transcripts with exon1/5´ SS regions AAG/GUAAGU (Prp4-independent) and AAG/GUUUGU (Prp4-dependent), respectively. We combined mutations in the 5´ SS with mutations in the bs. As expected, mutation of the branch point in position 4 (from A to U) combined with the Prp4-dependent 5’ SS prevented recognition of the intron, regardless of the presence or absence of inhibitor (Fig 5B, *res1’-A*). The reporter gene carrying the Prp4-independent 5’ SS sequence was spliced extremely inefficient, and it was further inhibited by inactivation of Prp4 (+Inh); consequently, only a small amount of mRNA was detected at the end of the time course (Fig 5B, *res1’-2A*).

**Fig 5:**
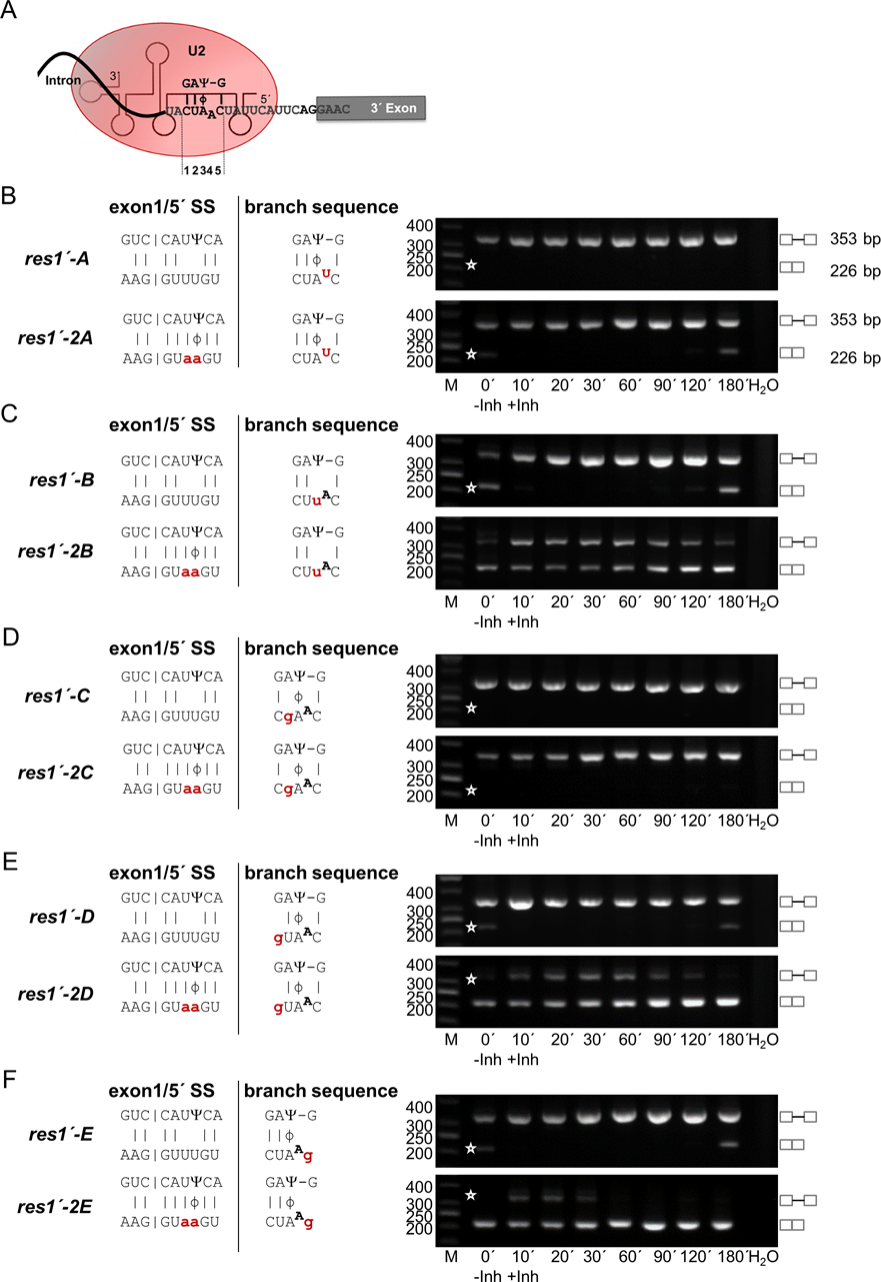
Point mutation in the third position of the branch sequence converts a Prp4 kinase-independent intron into a kinase-dependent intron. (A) Proposed base-pairing between the *res1* intron branch sequence CUAAC and snRNA U2. Ψ indicates the pseudouridine 39 nucleotides from the 5’ end of snRNA U2, which is suggested to base-pair with the A at position 3 of the branch sequence. (B) *res1’-A* and *res1’-2A*: RT-PCR analysis in the absence (-Inh) and presence (+Inh) of inhibitor at the indicated times. (C) *res1’-B* and *res1’-2B*. (D) *res1’-C* and *res1’-2C*. (E) *res1’-D* and *res1’-2D* (F) *res1’-E* and *res1’-2E*. H_2_O, negative control without template. The scheme on the left side of the images show the details of the interactions between exon1/5’ SS and snRNA U1 and between the branch sequence and snRNA U2. Small letters indicate the mutations in exon1/5’ SS and the branch sequence; the corresponding alleles were named as indicated. |, Watson-Crick base-pairing; Ψ, Pseudouridine; ϕ, wobble base-pairing Ψ-A. Asterisks indicate the expected position of fragments if the introns are or are not spliced out. The numbers on the left side of the image represent the sizes of the DNA fragments (bp). M, DNA size marker.

The third nucleotide in the bs, which is degenerate for A, G and U, is supposed to interact with the pseudouridine at position 39 in snRNA U2. When we mutated this nucleotide from A to U, we converted the Prp4-independent intron into a Prp4-dependent one (compare Fig 5C, *res1´-2B* with Fig 3D, *res1’-2*). In contrast, the *res1’-B* gene, which already contains the Prp4-dependent exon1/5’ SS region, was inefficiently spliced even in the absence of Prp4 inhibitor. After addition of kinase inhibitor pre-mRNA accumulated completely (Fig 5C, *res1’-B*). These findings are in accordance with the notion that mutations in the third position of the bs lead to a Prp4-dependent intron when there is no Ψ-A interaction. In addition, if the intron was already Prp4 kinase-dependent because of a weak interaction between the exon1/5’ SS region and snRNA U1, the mutation in the bs intensifies the effect (Fig 5C, *res1´-B*).

The second nucleotide (U) in the bs is 100% conserved in all *S*. *pombe* introns. When we changed this U to a G, the intron was no longer recognized, neither without nor with Prp4 kinase inhibitor (Fig 5D). Furthermore, mutations in the first or the last nucleotide of the bs combined with the Prp4-dependent exon1/5´ SS lead to an extremely inefficient splicing event which was further intensified after inhibition of the kinase (Fig 5E, *res1’-D* and Fig 5F, *res1’-E*). However, when combined with the Prp4-independent exon1/5’ SS these mutations were spliced independently, but after inhibition of the kinase the splicing efficiency decrease slightly (Fig 5E, *res1’-2D* and Fig 5F, *res1’-2E*). To summarize the influence of mutations within the bs it is obvious that in case of a weak exon1/5´ SS the negative effect on intron recognition is intensified which leads mostly to intron retention. In contrast mutations in the bs combined with a strong exon1/5´ SS show different results depending on the position of the mutations. Except position 2 all others show an improvement of intron recognition as long as Prp4 kinase is active.

## Discussion

The 5’ SS and the bs of the introns in *S*. *cerevisiae* are highly conserved (GUAUGU and UACUAAC, respectively, in almost all introns) [53,55,56], whereas the corresponding sequences in *S*. *pombe* are much more degenerate; GUAAGU and GUAUGU are the most frequent 5’ SSs (29% and 21% of all introns, respectively), and CUAAC is the most frequent bs (42%) [39]. In this context we have shown that Prp4 kinase is one of the major components to facilitate proper recognition of introns with weak SSs. This kinase is involved in the process that helps to sense and influence proper base-pairing between the exon 1/5’ SS region and snRNA U1 and between the bs and snRNA U2; in this background, proper base-pairing refers to an interaction that accurately determines the 5’ and 3’ SS, leading to an efficient splicing event.

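In the 4156 introns with reads and an annotated sequence, GUAAGU was the 5’ SS of 27.9% and GUAUGU of 21.2%, and CUAAC the branch sequence of 36.0% of those with a match. Both leading 5’ SS had low dependent shares, 26.0% (23.5 to 28.7) of 1160 introns for GUAAGU and 31.2% (28.2 to 34.4) of 881 for GUAUGU. The share was 36.8% for GUAAGA, 36.5% for GUACGU and 44.7% for GUAUGA. GUUUGU, the 5’ SS of *res1*, is that of 61 introns, of which 31 were dependent. The highest shares among 5’ SS with at least 25 introns were those of GUAAAA (19 of 25), GUAAUU (32 of 47) and GUACGG (17 of 25). A GUAAUU site belongs to intron II of SPAC9.06c, which had 0 split and 20 unsplit reads at 30 min.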

In this study we have shown by mutating the exon1/5’ SS and the bs of reporter genes that a Prp4-dependent intron can be changed into an–independent one and vice versa (Fig 3C and 3D and Fig 4C and 4E). The experimental set up also demonstrates that the information for Prp4 dependency resides in the region of the SSs of an intron and has been confirmed by inserting introns with weak and strong SSs into an intronless gene (S3 Fig). Regarding Prp4 dependency the positions for proper base-pairing between the exon1/5’ SS region and snRNA U1 play different roles. For example, positions +1 and +2 are invariable as it was known before [49]. Mutations of these positions lead to accumulation of unspliced pre-mRNA in the presence and absence of Prp4 kinase activity (Figs 3E, 4D and S2, *res1´-14*). This is different, if one considers position +3 and +4. 

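All 4 bases were found at position +4, and the dependent share differed between them. A was present in 49.4% of introns, U in 37.7%, C in 9.79% and G in 3.08%. Introns with A at +4 had a negative RSEI at 30 min in 34.5% of cases, with U in 38.6%, with C in 45.2% and with G in 51.6%. Introns with A at both +3 and +4 were dependent in 33.8% (31.7 to 36.0) of 1944 cases, with A at +3 alone in 39.5% (37.3 to 41.7) of 1946, with A at +4 alone in 46.8% (37.3 to 56.6) of 111, and with neither in 55.5% (47.3 to 63.5) of 155. The *rpl29* intron (GUGAGU) belongs to the third of these groups and those of *res1* and *srp2* I (GUUUGU) to the last.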

Position +4 in the 5’ SS is the most degenerate, and can be occupied by any of the four nucleotides (Fig 2C). This position has been suggested to appear opposite a pseudouridinylated nucleotide of snRNA U1 (Fig 3B). Pseudouridine can base-pair with all nucleotides, although the thermodynamic parameters of these wobble base-pair interactions are different from those of Watson–Crick interactions [46,48,54]. If there is only one Watson-Crick interaction present at position -1 in exon 1 and the base-pairing at position +4 in the 5´ SS is interrupted, the intron is spliced Prp4-independently (Fig 4C). In contrast, an interruption at position +3 leads to a Prp4-dependent intron (Fig 4E, *ppk8´-2*). However, if there are two Watson-Crick interactions in exon 1, at positions -1 and -2, it does not matter which position, +3 or +4, is mutated (Fig 3F). The intron is spliced Prp4-independently. These results show that a stable interaction between the exon1/5´ SS and snRNA U1 within this region is needed for Prp4 independence. It also indicates the influence of the interaction with the pseudouridine which changes the helical structure at this position leading to a different binding affinity at position +4 [57,58]. Furthermore, interruption of the Watson-Crick interaction at position +5 leads to Prp4 dependency (Fig 3G and S2 Fig, *res1´-15* and *res1´-16*). However, interruption of base-pairing at position +6 only becomes relevant, if there are no Watson-Crick interactions at positions +3 and +4 of the 5’ SS. In this case the intron is not recognized and therefore retained even in presence of Prp4 kinase activity. This shows that only three and intermittent base-pair interactions in the 5´ SS with snRNA U1 are insufficient for intron recognition (Fig 3H).

The snRNA U1 not only interacts with the 5´ SS of the intron, but also with the last three nucleotides of the exon 1 [44]. In general, the 5’ SS consensus sequence differs from the exon 1 sequences in that the 5’ intron sequences are much more highly conserved, whereas the three nucleotides of the exon 1 sequences are much more variable (Fig 2C). For example, for three introns in the same gene, it would be uncommon for the three nucleotides upstream of the 5’ SSs to be identical. Therefore, this region was also examined in this study regarding Prp4 dependency. 

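In exon 1 the base that pairs with snRNA U1 was far less frequent than at +3 and +5 of the intron. It was found in 16.7% of all introns at -3, in 48.3% at -2 and in 57.6% at -1, against 93.6% at +3 and 89.3% at +5. At +4 it was found in 49.4%, close to the share at -2, and at +6 in 66.4%. Introns with G at -1 were dependent in 31.6% (29.7 to 33.5) of 2394 cases and introns without it in 45.9% (43.6 to 48.3) of 1762. The 3 introns of *tbp1* lack this G, and all were dependent. In *mnh1* it is present in introns II and III, with 156 and 213 split reads at 30 min against 100 and 17 unsplit ones. Introns V and VI of *mnh1* lack it and were independent as well, with a RSEI of 1.49 and 0.10, and introns I and IV lack it and were dependent.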

As we have shown, if there is no interaction within exon 1 these introns are spliced Prp4-dependently (Fig 3I, *res1’-13* and Fig 4F, *ppk8’-5*). The same results were obtained when an interaction only at position -3 was present (Fig 3I, *res1’-12* and Fig 4F, *ppk8’-6*). Interestingly, formation of hydrogen bonds at positions -1 or -2 could stabilise the interaction between snRNA U1 and exon1/5´ SS, leading to Prp4 independence (Fig 3I, *res1’-10* and *res1’-11* and Fig 4F, *ppk8’-7* and *ppk8’-8*). This rule could also be confirmed by the two introns of the wildtype gene *mrp17* (Fig 2D). In this case, intron I has only one possible Watson-Crick base-pairing at position -3 (CCA/GUAAGU) and is Prp4-dependent (compare with Fig 3I, *res1´-13*). On the contrary, intron II displays one Watson-Crick interaction at position -2 and one wobble base-pairing at position -3 (UAA/GUAUGU) which leads to Prp4 independence (compare with Fig 4F, *ppk8´-7*). 

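Over all measured introns, those with no pairing base in exon 1 or one at -3 alone were the most often Prp4-dependent, and those with a pairing base at -1 the least often. The RSEI at 30 min was negative in 48.1% (44.7 to 51.5) of 836 introns with no pair in exon 1 and in 55.2% (46.7 to 63.4) of 145 introns with a pair at -3 alone. It was negative in 41.3% (37.5 to 45.2) of 656 introns with a pair at -2 alone and in 33.1% (30.2 to 36.1) of 999 with a pair at -1 alone. Together with GUAAGU, the 5’ SS of *mrp17* intron I, a pair at -3 alone went with 31 dependent introns of 75 and a pair at -2 alone with 45 of 212. Together with GUAUGU, the 5’ SS of *mrp17* intron II, the counts were 25 of 34 for -3 alone and 49 of 131 for -2 alone. The exact site of intron I, CCA/GUAAGU, was shared by 10 introns, of which 7 were dependent. The exact site of intron II, UAA/GUAUGU, was shared by 9, of which 4 were dependent.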

Probably, stabilising this interaction within the exon 1 helps to determine the proper site where the first transesterification reaction occurs.

Additionally, mutations in the bs were combined with a strong or weak exon1/5´ SS which had different effects on intron recognition and splicing efficiency (Fig 5). When combined with a weak exon1/5´ SS, mutations within the bs lead to intron retention in nearly all cases even without inhibition of Prp4 kinase. Therefore, the accumulation time course of pre-mRNA after kinase inhibition reflects an additive effect (Fig 5B–5F, *res1´-A-E*). In combination with a strong exon1/5´ SS the mutations in the bs showed different effects on splicing. The change of the branch point is almost invariable and therefore leads to intron retention even if no kinase inhibitor was added (Fig 5B). The mutation at position 2 also resulted in complete intron retention even if no kinase inhibitor was added (Fig 5D, *res1´-2C*). Most interestingly, this position is 100% conserved in all *S*. *pombe* introns (Fig 2C). 

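At the third position of the branch sequence A was the usual base, and the dependent share was higher with G than with A over all introns, and higher with U than with A in the context of CUAAC. The third base was A in 3058 introns, U in 511, G in 377 and C in 172. A negative RSEI at 30 min was found in 36.5% (34.8 to 38.2) of introns with A, 40.1% (35.8 to 44.5) with U, 45.4% (40.3 to 50.5) with G and 31.4% (24.5 to 38.9) with C. Among the sequences with G, UUGAC stood apart with 69.6% of 56 introns. The share was 41.9% for UUGAU and 42.3% for CUGAU. With the other 4 bases as in CUAAC, the share was 32.7% (30.3 to 35.2) of 1482 introns with CUAAC itself, 47.0% (37.6 to 56.5) of 115 introns with CUUAC, 40.5% (33.6 to 47.8) of 195 with CUGAC and 38.6% (24.4 to 54.5) of 44 with CUCAC. The intron of *rps1702* carries CUGAC and had 102 split and 498 unsplit reads at 30 min, and the intron of *mrp10* carries the same sequence and had 62 split and 6 unsplit reads.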

The third position in the bs is the most degenerate, and can be occupied by any nucleotide (Fig 2C); this position interacts with a pseudouridinylated nucleotide at the end of snRNA U2 which is responsible for bulging out the branch point [54,59] (Fig 5A). The mutation of this position leads to a clear Prp4-dependent intron (Fig 5C, *res1´-2B*). On the contrary, the interruption of possible base-pairing at positions 1 and 5 seems to play a minor role since splicing is still independent on Prp4 kinase activity, although after inhibition of the kinase splicing efficiency decreased slightly in both cases (Fig 5E, *res1’-2D* and 5F, *res1’-2E*).

Although the underlying rules seem to be very complex, it is obvious that Prp4-dependent introns are distinguished from Prp4-independent introns by their reduced potential for hydrogen bonding between the exon1/5’ SS region and snRNA U1 or between the bs and snRNA U2. 

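Across native introns, few pairs with snRNA U1 and a branch sequence other than CUAAC went with a higher share of Prp4-dependent introns, and each did so at a given level of the other. With 4 or 5 U1 pairs, 62.4% (58.3 to 66.4) of introns with another branch sequence and 54.1% (48.7 to 59.5) of introns with CUAAC were dependent. With 6 pairs the shares were 40.6% (37.6 to 43.6) and 32.3% (28.6 to 36.1), and with 7 to 9 pairs 26.9% (24.1 to 29.8) and 19.1% (15.8 to 22.8). Single introns can depart from this. Intron IV of *srp2* (UUC/GUAUGC) has 4 pairs and CUUAU and had 1227 split and 86 unsplit reads at 30 min. Intron III of *ulp2* (CUC/GUAAGU), a gene for a SUMO protease, has 7 pairs but CUUAU as branch sequence, and had 8 split and 7 unsplit reads in untreated cells and 12 split and 113 unsplit reads at 30 min.

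Introns that were already less well spliced in untreated cells were more often dependent. In 5 groups of about equal size by untreated RSEI, the dependent share was 77.2%, 51.0%, 30.9%, 19.6% and 8.99% from the lowest to the highest, while the median change in RSEI at 30 min was -2.95, -2.89, -2.81, -2.86 and -3.08. The class is the sign of the RSEI at 30 min. With changes this alike, a lower starting value alone makes a negative sign more frequent, so this decline does not show a stronger response. Within the lowest group the share was 87.2% (82.4 to 91.1) with 4 or 5 pairs and 70.3% (64.1 to 76.1) with 7 to 9 pairs. Within the highest it was 27.9% (20.6 to 36.3) and 2.90% (1.40 to 5.27). The mutated *res1’* and *ppk8’* reporter genes from which the paper draws this conclusion were assayed by RT-PCR and are not analysed here.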

A complementary interaction between the exon1/5´ SS region and snRNA U1 serves as a default state, marking the structure for the first transesterification reaction in the pre-spliceosome. A similar structural marking for proper hydrogen bonding is also associated with the bs-U2 interaction thereby determining the nucleotides where the second transesterification reaction will occur. So far, we can only speculate here about the consequences of the phosphorylation of Prp1 and Srp2 by Prp4 kinase and propose that the phosphorylation by Prp4 might play a role in stabilising the interaction between the SSs and the snRNAs allowing time in concert with the other proteins to display the proper intron borders for the transesterification reactions. Prp1 is a spliceosomal protein operating at the level of precatalytic spliceosomes; therefore, it is reasonable to speculate that phosphorylation of Prp1 could be involved in adjusting a precatalytic spliceosome on introns displaying weak SSs until proper hydrogen bonds between the pre-mRNA and snRNA U1 and U2 are formed. Phosphorylation of Srp2 by Prp4 might play a similar role, helping precatalytic spliceosomes with the recognition of introns and thereby stabilising their interaction with weak exon1/5’ SSs and weak branch sequences. Indeed, it is known for mammalia that the SR protein hsSRSF1 binds to the pre-mRNA and subsequent phosphorylation affects its interaction with a protein of the U1 particle [23]. In *S*. *pombe* it has been shown that Srp2 interacts with spUaf2 which binds to the 3´ SS [60]. It seems likely that it also takes part in exon1/5´ SS recognition. However, there are still open several questions regarding this mechanism. Particularly, we hope to identify further components involved and thereby advance our knowledge about the function of Prp4 kinase in the splicing of introns displaying weak SSs.

## Materials and Methods

### Yeast strains and growth conditions

The standard genetic and molecular techniques used in this study were described previously [61,62]. All strains used in this study are listed in S1 Table.

### Construction of an analogue-sensitive Prp4 kinase

The analogue-sensitive *prp4-as2* kinase allele was generated by introducing a point mutation into the kinase domain at position 238; this mutation changes the gatekeeper phenylalanine residue to alanine [63,64]. The *prp4-as2* allele was fused to the *kanMx*^R^ gene using the pRS426 vector in yeast recombinational cloning [65,66]. The resultant construct was used to produce a PCR fragment, containing the *prp4-as2* kinase allele and the resistance marker, which was transformed into the wild-type strain L972. Growing colonies were selected on plates containing geneticin. Proper replacement of the *prp4* locus on chromosome III was confirmed in geneticin-resistant transformants by PCR using the appropriate primers [67,68].

### Construction of the reporter genes *res1´* and *ppk8´*

To construct reporter genes, *res1´* and *ppk8´* were fused to the thiamine-repressible *nmt1-8* promoter by cloning the open reading frames into vector pML81HA [69,70]. Both open reading frames contain a frameshift between the HA-tag and the ATG, creating a stop codon at the beginning of the gene; this is intended to exclude the influence of additional Res1 molecules on cell-cycle regulation. To distinguish between the original *res1* and *ppk8* transcripts and the *res1´* and *ppk8´* transcripts at the *leu1* locus by RT-PCR, a *Hin*dIII restriction site was introduced into exon 1 of both genes (Figs 3A and 4A). The forward primers in each pair (res1_Mut_F, ppk8_Mut_F) detect the *Hin*dIII site.

### Reverse transcription-PCR

To determine the pre-mRNA splicing patterns of intron-containing genes, RNA was extracted from whole-cell extracts. For RT-PCR, RNA was treated with RQ1 RNase-free DNase (Promega) to eliminate possible DNA contaminants. Five micrograms of RNA was treated with 2.5 U RQ1 DNase in reaction buffer containing 40 mM Tris–HCl (pH 8.0), 10 mM MgSO_4_, and 10 mM CaCl_2_. After incubation for 10 min at 37°C, RQ1 DNase was inactivated by the addition of 2 mM EGTA (pH 8.0) and heating to 80°C for 10 min. RNA was reverse transcribed and cDNA was amplified using *Tth* reverse transcriptase (Roboklon, EURX). RNA was incubated for 3 min at the calculated annealing temperature in the presence of 1× *Tth* RT Buffer, 0.25 mM dNTP mix, 20 pmol reverse primer, 2 mM MnCl_2_, and 0.25 U/ml *Tth* RT, followed by incubation at 70°C for 25 min. PCR mix containing 1× PCR-Buffer Pol A, 80 pmol reverse primer, 100 pmol forward primer, and 2 mM MgCl_2_ was then added. cDNA was amplified with 28−45 cycles of 94°C for 30 s, 53−60°C for 30 s, and at 72°C for 60 s. The primer sequences are provided in S2 Table. PCR products were resolved on 2% agarose gels.

### Sequencing of Prp4_as2_ sample libraries

Directional mRNA sequencing libraries were prepared by combining the Illumina TruSeq mRNA-Seq and Illumina TruSeq small RNA protocols. Briefly, mRNA selection was performed using 4 μg of total RNA and oligo-dT beads, as described in the low throughput protocol for Illumina TruSeq RNA sample preparation. The mRNA was subjected to fragmentation at 94°C, treated with Antarctic Phosphatase (NEB) and T4 polynucleotide kinase (NEB), and then purified using RNeasy MinElute spin columns (Qiagen). TruSeq indexed RNA adapters were ligated to the RNA and further processing, including 11 cycles of PCR for library amplification, was performed as described in the Illumina v1.5 small RNA protocol. Finally, fragments corresponding to an insert size of 250–500 nt were selected on a 6% Novex TBE gel (Invitrogen). After elution from the gel slice, library quality was confirmed using a DNA 1000 Bioanalyzer chip on an Agilent 2100 Bioanalyzer and. Sensitive quantitation was performed using a KAPA Library Quantification Kit (Kapa Biosystems). Five indexed libraries were pooled and run in each HiSeq lane using Illumina HiSeq v3 sequencing chemistry. Base calling was performed using the Illumina pipeline software version 1.8.1 (within HCS 1.4.8). Adapters used during library preparation were removed from reads using the TagDust tool [71]; approximately 1% of the initial reads were removed in this way. Reads were mapped to the *S*. *pombe* genome using the TopHat software (v2.0.5) [72]. The TopHat alignment was performed using the annotation defined in the Ensembl database (version ASM294 v1.15), taking into account the orientation of the reads. The percentage of mapped reads was approximately 95% for all samples. Finally, the unequivocally mapped reads (85–89% of the initial reads) were selected for further analysis. The average coverages for the exonic and intronic spaces were determined considering only genomic elements longer than 30 bp. This information was then plotted as three different graphs showing the coverage of 5’ exons, introns, and 3’ exons. Exons that were defined simultaneously as the 5’ exon for one intron and the 3’ exon for another intron were considered twice. Finally, the coverage was calculated by normalization to the total number of mapped reads using BEDTools [73]. Plots were generated with custom R scripts.

The RNA-seq data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE75517 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE75517)

### Detection of intron retention

For each intron, the number of split and unsplit reads that mapped to the splice junction (defined as the three bases around the 5’ exon junction) were counted, and the base-2 logarithm of the ratio between the two values was calculated. This value is called the Relative Splicing Efficiency Index (RSEI). If the RSEI was positive, then more reads indicated spliced mRNA than unspliced pre-mRNA. On the other hand, a negative RSEI indicates more unspliced than spliced RNA. Only intron sequences with more than ten reads for each sample were used for further analysis. This approach identified 2557 Prp4-independent introns (i.e., those with a positive RSEI irrespective of Prp4 inhibition) and 1008 Prp4-dependent introns (i.e., those with a negative RSEI in the presence of kinase inhibitor).

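Of 5368 junctions in 2548 genes, 4301 had more than 10 reads, split and unsplit together, in each of the 3 libraries. In 4171 of them, in 2122 genes, the RSEI was positive in untreated cells, and 38 of these had a RSEI of exactly 0 at 30 min and belong to neither class. The filter removed *res2*, *rem1* with 1 read in untreated cells and *prp4* itself with 6 reads in each of 0 and 30 min. At the kept junctions, unsplit reads were absent from 301 introns in untreated cells and split reads from 30 introns at 30 min. The dependent share was 47.3% among the introns with 11 to 34 untreated reads, 46.5% with 35 to 64 and 19.0% with 230 or more, and the median untreated RSEI of these groups was 2.81, 3.23 and 4.39.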

## Supporting Information

S1 Table *Schizosaccharomyces pombe* strains used in this study.

S2 Table RT-PCR primers used in this study.

S1 Fig Prp4_as2_ kinase and its inhibition by 1NM-PP1 after the *res1* gene is replaced by the intronless version *res1Δintron*. (A) A strain with the genotype *h*^*-s*^ *prp4-as2 res1Δintron* was grown at 30°C to early log-phase. The inhibitor 1NM-PP1 was then added to the culture medium (0 hours, arrow, **↓**) at a final concentration of 10 μM. Growth of the culture was monitored by counting the number of cells/ml **(**squares) relative to a culture grown in the absence of the inhibitor (circles). (B) DNA content analysis (in units of C) of *prp4-as2* cells immediately before (-Inh) and at the indicated times after the addition of 1NM-PP1 (+).
(TIF)

S2 Fig The Prp4 kinase dependence of the *res1* intron can be changed by mutations in the exon1/5’ splice site. RT-PCR analysis in the absence (-Inh) and presence (+Inh) of inhibitor at the indicated times. H_2_O, negative control without template. The scheme on the left side of the image shows the details of the interactions between exon1/5’ SS and snRNA U1. Small letters indicate the mutations in *res1’* exon1/5’ SS; the corresponding alleles were named as indicated. |, Watson-Crick base-pairing; Ψ, Pseudouridine; ϕ, wobble base-pairing Ψ-A. Asterisks indicate the expected position of fragments if the introns are not spliced out. The numbers on the left side of the images represent the sizes of the DNA fragments (bp). M, DNA size marker.
(TIF)

S3 Fig Prp4 kinase-independent and Prp4 kinase-dependent introns remain what they are, if inserted into the naturally intronless *ura4* gene. The intron II of the *ade2* gene (383 bp; RSEI +2,28; Prp4 kinase-independent) was inserted into the naturally intronless *ura4* gene (strain 933) as well as the intron of the *res1* gene (127 bp; RSEI -1,36; Prp4 kinase-dependent; strain 930). RT-PCR analysis in the absence (-Inh) and presence (+Inh) of inhibitor at the indicated times. H_2_O, negative control without template. The numbers on the right side of the image represent the sizes of the RT-PCR fragments (bp). Asterisks indicate the expected position of fragments if the introns are not spliced out. The numbers on the left side of the images represent the sizes of the DNA fragments (bp). M, DNA size marker.

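Intron II of *ade2* (SPAC144.03), a gene of adenine synthesis, was among the long introns that stayed spliced. It lies on chromosome I from 4654864 to 4655246 with CAG/GUAUGU as exon1/5’ SS, 8 of whose 9 bases can pair with snRNA U1. It had 541 split and 18 unsplit reads in untreated cells, 271 and 55 at 30 min (RSEI 2.28) and 196 and 38 at 60 min (RSEI 2.34). Its unspliced share was 3.22% (1.92 to 5.04), 16.9% (13.0 to 21.4) and 16.2% (11.8 to 21.6). Intron I of *ade2* (39 nt, UGG/GUAAGA) had a RSEI of 3.39, 0.37 and 0.75 at the same times.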

(TIF)

# Supplementary material for: Prp4 Kinase Grants the License to Splice: Control of Weak Splice Sites during Spliceosome Activation
**Source:** PLoS Genet. 2016 Jan 5;12(1):e1005768. doi: 10.1371/journal.pgen.1005768
**Supplement:** S1 Table

**S1 Table. *Schizosaccharomyces pombe* strains used in this study**

| Strain | Genotype |
| --- | --- |
| 801 | *h^-S^ prp4 int::prp4-as2-kan^R^* |
| 930 | *h^-S^ prp4 int::prp4-as2-kan^R^ ura4-D18 int::ura4+ade2-II-Intron (383 bp)* |
| 933 | *h^-S^ prp4 int::prp4-as2-kan^R^ ura4-D18 int::ura4+res1-Intron (127 bp)* |
| 971 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-res1´-1 ura4-D18* |
| 978 | *h^-S^ prp4 int::prp4-as2-kan^R^ res1 int::res1∆intron-nat^R^* |
| 991 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-res1´ ura4-D18* |
| 992 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-res1´-A ura4-D18* |
| 993 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-res1´-B ura4-D18* |
| 995 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-res1´-E ura4-D18* |
| 996 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-res1´-D ura4-D18* |
| 997 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-res1´-C ura4-D18* |
| 998 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-res1´-2A ura4-D18* |
| 999 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-res1´-2D ura4-D18* |
| 1000 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-res1´-2C ura4-D18* |
| 1001 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-res1´-2E ura4-D18* |
| 1006 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-res1´-2B ura4-D18* |
| 1018 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-res1´-8 ura4-D18* |
| 1019 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-res1´-10 ura4-D18* |
| 1020 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-res1´-11 ura4-D18* |
| 1021 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-res1´-13 ura4-D18* |
| 1022 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-res1´-18 ura4-D18* |
| 1023 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-res1´-7 ura4-D18* |
| 1024 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-res1´-17 ura4-D18* |
| 1025 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-res1´-9 ura4-D18* |
| 1026 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-res1´-1 ura4-D18* |
| 1028 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-res1´-12 ura4-D18* |
| 1029 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-res1´-15 ura4-D18* |
| 1030 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-res1´-6 ura4-D18* |
| 1031 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-res1´-16 ura4-D18* |
| 1032 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-res1´-4 ura4-D18* |
| 1033 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-res1´-5 ura4-D18* |
| 1034 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-ppk8´ ura4-D18* |
| 1037 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-ppk8´-3 ura4-D18* |
| 1038 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-ppk8´-4 ura4-D18* |
| 1039 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-ppk8´-1 ura4-D18* |
| 1042 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-ppk8´-2 ura4-D18* |
| 1048 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-res1´-3 ura4-D18* |
| 1049 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-res1´-11 ura4-D18* |
| 1050 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-ppk8´-5 ura4-D18* |
| 1051 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-ppk8´-8 ura4-D18* |
| 1052 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-ppk8´-7 ura4-D18* |
| 1053 | *h^-S^ prp4 int::prp4-as2-kan^R^ leu1-32 int::pML81HA-ppk8´-6 ura4-D18* |

# Supplementary material for: Prp4 Kinase Grants the License to Splice: Control of Weak Splice Sites during Spliceosome Activation
**Source:** PLoS Genet. 2016 Jan 5;12(1):e1005768. doi: 10.1371/journal.pgen.1005768
**Supplement:** S2 Table

**S2 Table. RT-PCR primers used in this study**

| **Primer** | **Sequence (5´-3´)** |
| --- | --- |
| cdc2_E1_F | TACCGCTAGGTTGCTTCTTTT |
| cdc2_E3_R | GCCCCAGTTTCTGAAATTCG |
| cdc2_E3_F | CTTGCGAGGTCATTTGGTGT |
| cdc2_E5_R | TGGGCAGGGTCATAAACAAG |
| mrp17_E1_F | CTAGGCCAGCTGCAAATG |
| mrp17_E2_R | CTGTGGGGTTACTGTAAAAGG |
| mrp17_E2_F | GGTGTGGTCGTTGATGTTG |
| mrp17_E3_R | GATAATTGGACAGCTCTGCG |
| ppk8_Mut_F | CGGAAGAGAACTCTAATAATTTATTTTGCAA |
| ppk8_WT_F | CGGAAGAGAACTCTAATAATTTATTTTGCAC |
| ppk8_E2_R | CGCTCTCTTCACTCTCAATGG |
| rbp5_E1_F | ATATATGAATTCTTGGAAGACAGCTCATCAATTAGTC |
| rbp5_E2_R | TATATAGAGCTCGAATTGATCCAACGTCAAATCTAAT |
| rbp5_E2_F | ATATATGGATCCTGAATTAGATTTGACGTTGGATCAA |
| rbp5_E3_R | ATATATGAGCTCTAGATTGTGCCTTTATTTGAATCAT |
| res1_E1_F | TTCGCTCAAAAGGGACTTCATG |
| res1_E2_R | AAGGCCGGGAAAATGACTTTTT |
| res1_Mut_F | GAAAAAATTCAAGGTGGTTGTGGAAGC |
| res1_WT_F | GGGACTTCATGAAAAAATTCAAGGTGG |
| res2_E1_F | TTGGTGCGCATGAAAAAGTACA |
| res2_E2_R | CGGCCACGTACAGAAGGCT |
| rpl29_F | ATGGCCAAGTCGAAGAATCATACTA |
| rpl29_R | TTGGTTGCGGCGGAACTTA |
| ura4_F | CTTGGGCTCATATCACAAATTGCC |
| ura4_R | CAGCCCGTCTCCTTTAACATCC |
| tbp1_E1_F | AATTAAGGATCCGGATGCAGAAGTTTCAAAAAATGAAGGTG |
| tbp1_E2_R | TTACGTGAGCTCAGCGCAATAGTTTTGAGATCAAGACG |
| tbp1_E2_F | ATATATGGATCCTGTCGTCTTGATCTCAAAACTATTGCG |
| tbp1_E3_R | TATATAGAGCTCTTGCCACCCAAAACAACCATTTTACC |
| tbp1_E3_F | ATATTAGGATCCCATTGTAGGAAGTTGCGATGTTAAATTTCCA |
| tbp1_E4_R | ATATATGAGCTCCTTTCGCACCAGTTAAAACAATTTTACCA |

How the deposited data were processed for this re-analysis (not part of the article)

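RNA from the *prp4-as2* strain was measured in 3 libraries: untreated cells (0 min), and cells 30 min and 60 min after 10 μM 1NM-PP1. Each condition had 1 library, which gives no spread between cultures, so no p-values were computed and no paired or grouped test was made.

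The counts of split and unsplit reads were made by the authors: directional mRNA libraries, adapters removed with TagDust, alignment with TopHat v2.0.5 and the Ensembl annotation ASM294 v1.15, uniquely mapped reads kept, and reads counted without further normalization over the 3 bases around each 5’ exon junction. The processing notes also name SAMtools. The log2 values, the RSEI, were computed by the authors as the ratio of split to unsplit reads within a library, and in all 5374 lines of the deposited table they equal the log2 ratio after adding 1 to both counts. The plan had been to use no pseudocount with a pseudocount of 1 as the alternative; because the deposited RSEI already holds it, the deposited values were used and the alternative was the ratio without it.

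The table holds 5368 junctions, since 6 lines repeat a junction under another gene and were dropped. Mitochondrial junctions (6) were left in but had too few reads to be kept. Introns were kept with more than 10 split and unsplit reads together in each library and a RSEI above 0 in untreated cells. A kept intron was called Prp4-dependent with a RSEI below 0 at 30 min and Prp4-independent with a RSEI above 0. The paper does not state the time that defines its classes, and 30 min was taken because its examples of RSEI are given for that time. Intron ends, lengths and sequences came from the RefSeq assembly ASM294v3, a later build than the authors’ annotation, by matching each junction to an annotated 5’ SS, with introns of at least 20 nt. Coordinates are 1-based. 140 lines had no such match and carry no sequence.

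Bases were scored as pairing with snRNA U1 when positions -3 to +6 held C, A, G, G, U, A, A, G and U. The branch sequence was the pentamer YUNAY nearest the 3’ SS within the last 40 nt. Differences between classes were set beside 10000 random splits of the same introns into groups of the same sizes, and mixed genes beside 10000 shuffles of class over the introns of genes with several introns. The 15 gene lists were defined by patterns of gene symbols: cytosolic and mitochondrial ribosomal proteins, spliceosome and snRNP proteins, cell cycle regulators, DNA replication and repair, RNA polymerases and general transcription factors, proteasome, ubiquitin and ubiquitin-like conjugation, mitochondrial respiration and ATP synthase, small GTPases and vesicle traffic, cytoskeleton, protein kinases, meiosis and sexual differentiation, translation factors and tRNA synthetases, and V-ATPase. Membership rests on the symbol alone and was not checked gene by gene, so a list can hold genes of another function. The median RSEI of a list was set beside 10000 random lists with the same number of introns, matched on reads in 20 groups. Folds of reads were taken relative to all junction reads of a library, after adding 1 read. Random draws used the seed 20160105. These comparisons describe introns within 3 libraries and carry no error of the treatment.

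Introns named in the text are those of every gene the paper names, the 10 with the largest and the 10 with the smallest fall or largest rise at 30 min, the 5 lowest and 5 highest at 30 min, those of the 10 genes with the widest range, the 5 largest rises and falls from 30 to 60 min, and the 2 lowest and 2 highest of each gene list. Genes named for their total reads, introns named for a negative RSEI in untreated cells, and splice site and branch sequences singled out for a high dependent share were chosen after their values were seen. Classes, filter, gene lists, rule for named introns and the alternatives other than the 3 marked in the closing section were set before the data were examined. Alternatives changed the time, the RSEI threshold, the read filter, the pseudocount, the requirement on untreated cells, the measure of dependence, the summary per gene, the pairing rule and the matching of random lists.

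The depth gave a median of 85, 83 and 73 reads per kept junction at 0, 30 and 60 min. The procedure was tested on simulated data. With 11 to 49 reads, the sign of a true RSEI of -1 was found in 96.3% and that of -0.5 in 83.2% of introns, and with 50 or more reads in 100% and 97.4%. Lists of 20 introns shifted by -0.5 fell outside the central 95% of random lists in 0 of 10 cases. Lists shifted by -1 did so in 6 of 10 and lists shifted by 1 in 3 of 10. Shifts of that size are thus often missed in lists of 20 introns. The gene lists held 36 to 223 introns, and lists of such sizes were not simulated. A change in expression per gene was not computed from the deposited values, which hold junction reads alone. RT-PCR assays, reporter genes and growth data of the paper are not analysed here. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.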

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

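The test of the gap below 0 was planned, and the comparisons by RSEI level, sequence and gene in this part were made after the values were seen.

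The paper does not say how introns were treated whose sign differed between 30 and 60 min, nor does it report on introns that were negative without inhibitor; these are the signals in data it does not discuss. With a RSEI below 0 at 30 min and above 0 at 60 min there were 554 introns (13.3% of those kept). The 553 with a sequence lay in 478 genes and had a median RSEI of 3.29, -0.53 and 0.64 at 0, 30 and 60 min, a median length of 52 nt and 6.00 U1 pairs on average. The 978 introns with a sequence that were negative at both times had 2.32, -1.87 and -1.14, a median length of 56 nt and 5.80 pairs. The median rise from 30 to 60 min was 0.94 for introns between -0.5 and 0 at 30 min, of which 80.9% were positive at 60 min, and 0.91 for introns between -3 and -2, of which 4.78% were.

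The opposite change, above 0 at 30 min and below 0 at 60 min, was found in 26 introns. Their median RSEI was 3.01, 0.60 and -0.27 and their median length 81 nt. Intron I of *erg5* is among them, with 259 split and 148 unsplit reads at 30 min and 30 split and 115 unsplit reads at 60 min.

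A RSEI below 0 in untreated cells was found in 121 introns with more than 10 reads in each library, in 115 genes. Their median RSEI was -1.22 in untreated cells, -3.28 at 30 min and -3.23 at 60 min, and it fell in 108 of them. For 27 no annotated 5’ SS was found, 15 lie in a UTR and 13 had no split read in any library. Intron II of *tsn1* had 258 split and 343 unsplit reads in untreated cells and 4 split and 537 unsplit reads at 30 min. Intron II of the splicing factor gene *prp10* had 29 split and 216 unsplit reads before and 46 split and 454 unsplit reads after inhibition, and intron II of *spp41* 166 and 191 before and 69 and 209 after. They are 121 of 4301 introns with enough reads, and among the gene lists 7 of 144 for the spliceosome and snRNP proteins, 6 of 68 for meiosis, 2 of 225 for vesicle traffic, and 0 of 42 and 0 of 51 for the proteasome and translation.

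In the paper's histogram of the 2 classes at 30 min, few introns lie just below 0. A candidate explanation is that introns whose sign differed between 30 and 60 min were left out of both classes. With all kept introns, 330 lay between -0.5 and 0 and 352 between 0 and 0.5, which is 93.75%; with introns of the same sign at both times alone, the numbers were 56 and 337, or 16.6%. The gap is thus absent from the full set and appears on leaving such introns out. How the authors formed the classes stays open, and no biological explanation was tested.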

How the results depend on the processing

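The share of Prp4-dependent introns with at least 10 reads, repeats kept and the same sign at 30 and 60 min, and both alternatives for the branch sequence, were chosen after seeing the data.

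The dependent share (37.6%) was 24.2% by the RSEI at 60 min (1010 introns against 1569), 23.5% when negative at both times (981), 29.9% with at least 50 reads (714), 29.7% below -0.5, 22.2% below -1 (924), 55.2% below 1, 39.4% without a requirement on untreated cells, 48.0% by a fall of more than 3, and 23.7% under the alternative chosen after seeing the data (1008). It stayed within its interval when negative at 30 or 60 min, without a read filter and without a pseudocount. Median RSEI with at least 50 reads was 3.92, 1.19 and 2.00 at 0, 30 and 60 min; at 60 min it was 1.40 as a mean and 1.44 per gene. The cause was not tested for any of these, apart from low read counts, for which the share with at least 50 reads was the planned test.

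By the RSEI at 60 min instead of 30 min the sign reversed in *SPAC11E3.12* I (3.09), *coy1* I (1.70), *erg5* I (-1.904), *ers1* II (2.58) and IV (0.15), *gga22* III (0.36), *mnh1* IV (0.18), *mpo1* II (2.42), *pre3* II (0.58), *srp1* II (0.88) and *tsp0* I (-1.32); the cause was not tested. The difference in median length was 0 nt by the class at 60 min. The difference in U1 pairs was -0.75 with dependent below -1 and independent above 1, and kept its direction under each alternative run. Mixed genes were 38.0% at 60 min and 34.7% with the classes at -1 and 1. Among random lists, cytosolic ribosomal proteins stood at 68.7% at 60 min, RNA polymerases at 98.3% at 60 min, and, by the lowest RSEI per gene, the spliceosome at 96.2%, meiosis at 2.27% and translation at 97.8%. Of changes over 1 from 30 to 60 min, 95.1% were rises. The cause was not tested. The CUAAC difference was -7.08 and -7.07 under its alternatives.

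Among single introns and bases, 230 comparisons stayed the same, 73 moved and 11 reversed; with the RSEI at 60 min alone, 80 introns stayed the same, 69 moved and 11 reversed. Among the results that answer a comparison, 54 stayed the same, 19 moved, 3 passed into and 2 fell out of the range beyond 95% of random lists. Expression per gene was not run, since the table holds junction reads. No paired analysis was possible because each condition had 1 library. Depth limits the sign of introns near 0: the interval of the unspliced share at 30 min included 50% in 1069 of 4171 introns.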

Differences from the paper's values

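The alternative with at least 10 reads and the counts of introns by pairs in exon 1 were chosen after seeing the values.

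The paper counts 1008 Prp4-dependent introns (the paper's value), and 1569 were found here with a RSEI above 0 in untreated cells and below 0 at 30 min; the paper states no time for the classes. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's with a RSEI below 0 at 60 min (1010), below 0 at both times (981), at least 50 reads (714), below -0.5 (1239), below -1 (924) and without a pseudocount (1486). It was not when negative at 30 or 60 min (1598), without a read filter (1902), below 1 (2304), without a requirement on untreated cells (1695) and by a fall of more than 3 (2003). These are counts of dependent introns alone. The paper counts 2557 independent introns (the paper's value), and 2564 were found here. With at least 50 reads there were 1669, more than 1.5 times away from the paper's count. At 60 min there were 3121 and with the threshold at -1 there were 3216, both within it. An alternative chosen after seeing the values, with at least 10 reads, repeated junctions kept and the same sign at both times, gives 1008 dependent and 2565 independent introns; the paper prints no list of its introns, so how many of its own it drops was not counted.

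The paper places *res2*, *rpl29* and *cdc2* in the independent class. *rpl29* had a RSEI of 0.04 at 30 min and 0.83 at 60 min, and all 4 coding introns of *cdc2* were above 0. By RT-PCR the paper found splicing of *rpl29* barely and that of *cdc2* slightly affected. The unspliced share of *rpl29* here rose from 3.98% to 49.3% (47.6 to 51.0) at 30 min, and the shares of the coding *cdc2* introns at 30 min were 20.7% to 42.3%. The intron in the 5’ UTR of *cdc2* was below 0 at both times (-3.91 and -4.09), and *res2* had 6 reads and a RSEI of 0 both in untreated cells and at 30 min, with 3 split reads at 60 min. For *res1* and *tbp1* the paper's RT-PCR showed spliced mRNA again after 60 min. In the reads, the unspliced share of *res1* was 72.1% at 30 min and 70.9% at 60 min, while that of *tbp1* went from 78.4% to 58.8%.

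The paper finds no significant difference in intron size and similar size distributions. By the class at 30 min the medians here were 54 nt (quartiles 45 and 79) and 58 nt (quartiles 47 and 96), so the distributions overlap widely. By the class at 60 min they differed by 0 nt. The paper finds the same branch consensus in both classes. CUAAC was also the leading sequence of both here, with 31.4% of the dependent and 38.8% of the independent introns.

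The paper explains intron I of *mrp17* by a pair at -3 alone in exon 1, which makes an intron dependent, and intron II by a pair at -2 with a wobble pair at -3, which makes it independent. Both introns were in the classes the paper gives. Over all introns with GUAAGU and a pair at -3 alone, 31 of 75 were dependent, while with GUAUGU it was 25 of 34. With a pair at -2 and U at -3, which allows the wobble, 5 of 35 introns with GUAAGU (14.3%, 4.81 to 30.3) and 12 of 22 with GUAUGU (54.5%, 32.2 to 75.6) were dependent. Over all introns with a pair at -2 alone, with or without U at -3, the counts were 45 of 212 with GUAAGU and 49 of 131 with GUAUGU.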

Other observations

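The tests of genomic DNA, library size and low reads were planned, and the values by group and gene in this part were chosen after the results were seen.

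Junction reads per gene moved for some genes far beyond the rest. Over 1543 genes with at least 100 reads in a library, the median log2 change at 30 min was 0.13, with 103 genes below -1 and 94 above 1. The largest falls were those of *sod2* (150 reads, then 7 and 10 at 30 and 60 min), *atx1* (229, 27 and 54) and *mvp1* (274, 36 and 111). *gpd3* rose from 19 to 517 and 391 reads, of which 10.4% were unsplit at 30 min. Genes such as *erm1* (70, 554 and 298 reads) and *orc6* (30, 196 and 143) rose while 91.9% and 75.5% of their reads at 30 min were unsplit. Junction reads are no direct measure of transcript level.

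The order of an intron within its gene made little difference. The dependent share was 34.4% (31.2 to 37.6) of introns that are the only one of their gene, 39.1% (36.2 to 42.1) of first, 39.7% (36.8 to 42.7) of inner and 36.7% (33.8 to 39.7) of last introns. In coding regions 37.4% (35.9 to 38.9) of introns were dependent. In the 5’ UTR it was 32 of 70 (33.7 to 58.1%) and in the 3’ UTR, with few introns, 6 of 7 (42.1 to 99.6%). Among the latter was the intron of *rpl39*, with a RSEI of 0.98, -1.70 and -2.79 at 0, 30 and 60 min.

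Introns classed as Prp4-independent also gained unsplit reads at 30 min, a median of 14 reads and 3.5-fold. More genomic DNA in that library would add reads at every junction alike, but at 385 junctions with at most 2 split reads in each library the median gain was 0 reads, against medians from 5 to 49 reads in 5 groups of independent introns by untreated split reads. Of these junctions 222 had no unsplit read at 30 min. The median gain was 1 read at the 202 with an unsplit read in any library, and 5.5 reads (quartiles -3 and 26.75), or 1.30-fold, at the 42 with at least 5 untreated unsplit reads. Summed over the silent junctions, unsplit reads still rose 2.52-fold (1481 to 3737), so a small contribution stays open. A larger library argues the wrong way, since the junction reads at 30 min were 0.936 of the untreated number. A partial effect of the kinase on all introns stays open as the biological explanation and was not tested against an effect of the inhibitor itself, for which no wild-type library is analysed here.

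Prp4-dependent introns lie in transcripts with fewer reads. If low counts alone had spread the RSEI across 0, the dependent share with at least 50 reads in each library would fall to under 0.5 of the share with more than 10 reads, and it was 29.9% against 37.6%. Low counts may account for part of the class, but not for all of it. In 5 groups by untreated reads the median change in RSEI at 30 min was -2.70, -3.06, -3.16, -2.90 and -2.80 from the fewest to the most reads, without a trend, while the median untreated RSEI rose from 2.81 to 4.39. What links reads to untreated RSEI stays open.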
